# Key epigenetic and signaling factors in the formation and maintenance of the blood-brain barrier

**DOI:** 10.7554/eLife.86978

**Published:** 2024-12-13

**Authors:** Jayanarayanan Sadanandan, Sithara Thomas, Iny Elizabeth Mathew, Zhen Huang, Spiros L Blackburn, Nitin Tandon, Hrishikesh Lokhande, Pierre D McCrea, Emery H Bresnick, Pramod K Dash, Devin W McBride, Arif Harmanci, Lalit K Ahirwar, Dania Jose, Ari C Dienel, Hussein A Zeineddine, Sungha Hong, Peeyush Kumar T

**Keywords:** blood-brain barrier, epigenetics, wnt signalling, HDAC2, PRC2, beta-catenin, Mouse

## Abstract

The blood-brain barrier (BBB) controls the movement of molecules into and out of the central nervous system (CNS). Since a functional BBB forms by mouse embryonic day E15.5, we reasoned that gene cohorts expressed in CNS endothelial cells (EC) at E13.5 contribute to BBB formation. In contrast, adult gene signatures reflect BBB maintenance mechanisms. Supporting this hypothesis, transcriptomic analysis revealed distinct cohorts of EC genes involved in BBB formation and maintenance. Here, we demonstrate that epigenetic regulator’s histone deacetylase 2 (HDAC2) and polycomb repressive complex 2 (PRC2) control EC gene expression for BBB development and prevent Wnt/β-catenin (Wnt) target genes from being expressed in adult CNS ECs. Low Wnt activity during development modifies BBB genes epigenetically for the formation of functional BBB. As a Class-I HDAC inhibitor induces adult CNS ECs to regain Wnt activity and BBB genetic signatures that support BBB formation, our results inform strategies to promote BBB repair.

## Introduction

Central nervous system vessels possess a BBB that prevents toxins and pathogens from entering the brain. A leaky BBB can lead to deleterious consequences for CNS disorders, including stroke, traumatic brain injury, and brain tumors (Profaci et al., 2020). No treatment options are available to sustain and/or regenerate BBB integrity. Identifying and targeting the mechanism that forms and maintains the BBB is an attractive strategy to regain BBB integrity.

By comparing the EC transcriptome of peripheral and brain vessels, the genomic profile that contributes to BBB was described (Daneman et al., 2010; Sabbagh et al., 2018). Furthermore, extensive gene expression changes in CNS ECs during development were also reported (Corada et al., 2019; Hupe et al., 2017). However, molecular mechanisms governing BBB gene transcription and how such mechanisms contribute to BBB establishment and maintenance are unresolved.

Epigenetic modifications of histones and chromatin-modifying enzyme activities are critical determinants of gene expression (Allis and Jenuwein, 2016). HDACs associate with specific transcription factors and participate in gene repression (Grunstein, 1997). HDAC inhibitors are critical experimental tools for elucidating HDAC functions (Li and Seto, 2016), and four HDAC inhibitors are FDA-approved drugs for cancer treatment (Yoon and Eom, 2016). More than thirty HDAC inhibitors are being investigated in clinical trials (He et al., 2022). Similarly, PRC2, a complex of polycomb-group proteins (such as EZH2, EED, and SUZ12), represses transcription via its methyltransferase activity that catalyzes tri-methylation of H3K27 (Cao et al., 2002; Kuzmichev et al., 2002). An EZH2 inhibitor is FDA-approved for Follicular lymphoma (Straining and Eighmy, 2022).

Wnt/β-catenin (Wnt) signaling is essential for establishing the BBB (Corada et al., 2019; Daneman et al., 2009; Hupe et al., 2017; Liebner et al., 2008; Stenman et al., 2008), but the activity of this pathway declines gradually after that and is reported to be minimal in adults (Liebner et al., 2008; Ma et al., 2013; Reis et al., 2012). Evidence linking Wnt to regulating BBB genes includes an EC-specific knockout (KO) of β-catenin that affects BBB gene expression and integrity (Gastfriend et al., 2021; Hupe et al., 2017; Tran et al., 2016; Wang et al., 2019). In CNS ECs, Wnt signaling requires binding Wnt ligands Wnt7a/7b to Frizzled receptors. This interaction stabilizes the intracellular signaling molecule β-catenin by suppressing a cytoplasmic destruction complex, which would otherwise degrade β-catenin. Stabilized β-catenin translocates to the nucleus and regulates Wnt target gene transcription by interacting with DNA binding transcription factors TCF/LEF (T-cell factor/lymphoid enhancing factor). The mechanisms underlying the reduced Wnt signaling and how Wnt regulates the BBB gene transcription are not established.

We describe the discovery of epigenetic mechanisms responsible for regulating BBB gene expression during development, how Wnt signaling is reduced, and the significance of these mechanisms for BBB development. Furthermore, we demonstrated that HDAC inhibitors activate BBB gene cohorts expressed during BBB formation, suggesting a potential therapeutic intervention.

## Results

### Transcriptional downregulation of key BBB genes in adult cortical ECs: Evidence that distinct EC gene cohorts regulate BBB establishment vs maintenance

An intact, non-leaky BBB forms at E15.5 (Ben-Zvi et al., 2014). We hypothesized that the EC gene cohorts involved in BBB formation are expressed on E13.5, and 3–4- month-old adult CNS EC will express gene cohorts required for BBB maintenance. We defined transcriptomes of primary cortical ECs isolated from E13.5 and 3–4- month-old adults to test this (Figure 1A). mRNA-seq analysis revealed strong expression of EC genes, including *Pecam1*, *Cdh5*, and *Cldn5,* compared to perivascular cell types such as pericytes, neuronal and glial genes (Figure 1—figure supplement 1A). 

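The mRNA-seq data came from primary ECs cultured from the cortex of E13.5 embryos and of adult mice, with 3 libraries of each. They come from the series that also holds the Wnt3a and MS-275 libraries, while the paper cites another of its series for the E13.5 and adult data. The paper gives the age of the adults as 3 to 4 months in its results, and as 2 to 3 months in its methods and in the legend of Figure 1. Its methods count ECs pooled from a single litter as a biological replicate, used at the second passage on collagen, and give the purity by CD31 and isolectin B4 as more than 90%. The authors made mRNA libraries with a KAPA kit and sequenced them as read pairs. They checked the reads with FastQC and aligned them to mm10 with STAR. Reads on the protein-coding genes of GENCODE M23 were counted with in-house scripts according to the methods, while the submitters' processing notes name cutadapt and featureCounts. The counts were divided by DESeq2 size factors, and the resulting normalized counts are the unit of all values given here. A single factor per library turned 100.0% of the values back into whole reads within 0.01 reads. The adult control libraries held 26998907 to 31692256 reads on genes (median 27502435), and the E13.5 libraries held 25968359 to 31665255 (median 28729568). Between 13948 and 14556 genes had a read in an adult control library, against 16634 to 16834 in an E13.5 library. From there, 1 was added to each normalized count, the log2 was taken, and 1 limma model was fitted to all 12 libraries of the series, which also include adult ECs treated with Wnt3a or MS-275. The test covered the 15452 genes with a normalized count of at least 10 in at least 2 libraries, with Benjamini-Hochberg adjusted p-values and a threshold of 0.05. Log2 fold changes are adult control minus E13.5, so that a positive value means higher in adults. For genes with a normalized count near 0 at one stage they are set by the added 1, so the levels are given. In libraries simulated with changes of known size in few genes, limma recovered 17.9% of 2-fold and 74.2% of 4-fold changes in this comparison. The adjusted threshold is stricter where few genes change, so these shares may be too low for the real data. Gene positions are from the mm10 annotation of GENCODE M21, and the strand of counting is not given in the sources used here.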

To define the gene cohorts responsible for BBB formation vs. BBB maintenance, we identified differentially expressed genes (DEGs) expressed in natural log (fold change) in E-13.5 relative to adult mice (Figure 1A–B). DEGs with a p-value <0.05 were considered significant. 

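Genes of vessel endothelium were among those most elevated in adult ECs, and genes of the developing brain were among those most elevated in E13.5 ECs. Erg, a transcription factor of ECs, had a normalized count of 13329 ± 734 (SD, n = 3 libraries) in adult ECs and 2.95 ± 3.58 (n = 3) in E13.5 ECs. Tie1, a receptor tyrosine kinase of ECs, had 21805 ± 5807 in adults and 4.11 ± 2.69 at E13.5. Ncan, which encodes the brain matrix proteoglycan neurocan, had 28612 ± 4627 at E13.5 and no read in any adult control library. The same held for Ptprz1, a receptor phosphatase of neural progenitors and glia, at 15769 ± 6441 in E13.5 ECs. Of 15452 genes tested with limma, 3008 were higher and 5066 were lower in adult than in E13.5 ECs. Beside Cldn5, Erg and Tie1, the genes with the largest increases were Lyve1, a hyaluronan receptor of lymphatic vessels and macrophages (23157 ± 2777 in adults, 1.17 ± 1.02 at E13.5), Hoxb8, a homeobox gene of the posterior body axis (5737 ± 877, 1.11 ± 0.962), and Ctla2a, a cathepsin inhibitor (44168 ± 12901, 14.8 ± 6.56). Clca2 and Chil5 reached 6552 ± 3133 and 3611 ± 1191 in adults and had no read at E13.5. The log2 fold change was 12.19 for Erg (adjusted p = 6.75e-08), 12.16 for Tie1 (3.85e-08) and 11.49 for Ctla2a (3.54e-09). Among the largest decreases were Gpm6b, a neural membrane glycoprotein (17589 ± 2238 at E13.5, 0.578 ± 1.00 in adults), and Kif1a, a neuronal kinesin (14583 ± 2712, 0.329 ± 0.569). Igfbp2, the progenitor gene Fabp7, the endocytic receptor gene Lrp2 and the retinoic acid-binding Crabp1 had 13375 ± 1585, 8156 ± 672, 7915 ± 1204 and 7843 ± 4771 at E13.5 and no read in adult control libraries. In 9562 genes (61.9%) every library of one stage lay above every library of the other, where chance gives 10%. The split of the called genes depended on the scaling between libraries: 37.3% were higher in adults as deposited, 30.7% with each library scaled to the same total and 55.7% (4800 higher, 3810 lower) with quantile normalization. The median log2 fold change of all genes was -0.20 as deposited, and it moved by -0.13 and 0.34 under those 2 scalings. With other tools the share was 45.3% with edgeR and 39.7% with DESeq2.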

Compared to E13.5, 3738 genes were upregulated and 5650 genes were downregulated in adults (Figure 1C).

**Figure 1.**
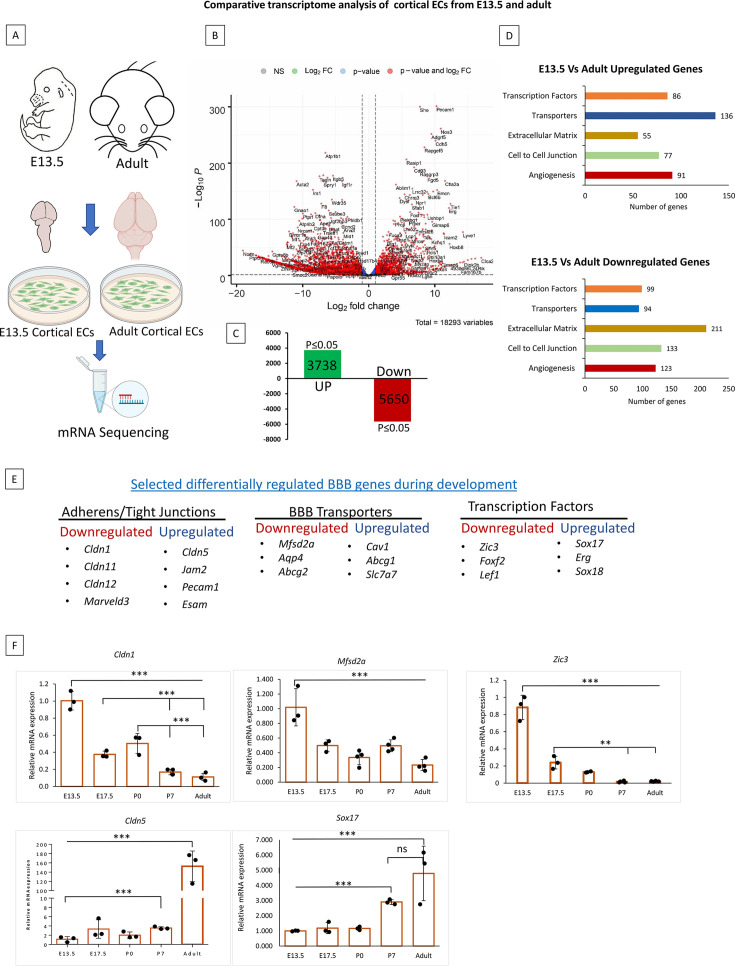
A distinct cohort of endothelial cells (EC) genes regulates the formation vs maintenance of blood-brain barrier (BBB). (**A**) Workflow for transcriptomic analysis. Primary ECs were isolated from E13.5 and adult (2–3-months-old) cortex, followed by RNA isolation, mRNA sequencing, and transcriptomic analysis. (**B**) Comparative transcriptome analysis of ECs from E13.5 and adult cortex. Volcano plot depicting downregulated and upregulated genes in adult primary cortical ECs compared to E-13.5. Genes marked in red are significant (p<0.05) N=3. (**C**) Diagram depicting the number of genes downregulated and upregulated in adult cortical primary ECs compared to E-13.5. (**D**) Downregulated and upregulated genes were categorized with five important EC functions. (**E**) Enrichment analysis revealed important BBB-related genes that were differentially regulated during development. (**F**) Relative mRNA expression of *Cldn1*, *Mfsd2a, Zic3*, *Sox17,* and *Cldn5*. in primary cortical ECs isolated from E13.5, E-17.5, P0, P7 and adult. Significant differences are observed between E-13.5 and all consecutive stages for *Cldn1*(***p<0.001, N=3/group), *Mfsd2a* (***p<0.001, N=3–4/group) and *Zic3*(***p<0.001 N=3–4/group). *Cldn1* showed significant differences between E-17.5 vs P7 and adult and P0 vs P7 and adult (***p<0.001 N=3/group). *Zic3* significantly differed between E-17.5 vs P7 and adult ECs (**p<0.01 N=3/group). Significant differences are observed between E-13.5 vs P7 and adults for *Cldn5* and *Sox17* (*p<0.001 N=3–4/group).

**Figure 1—figure supplement 1.**
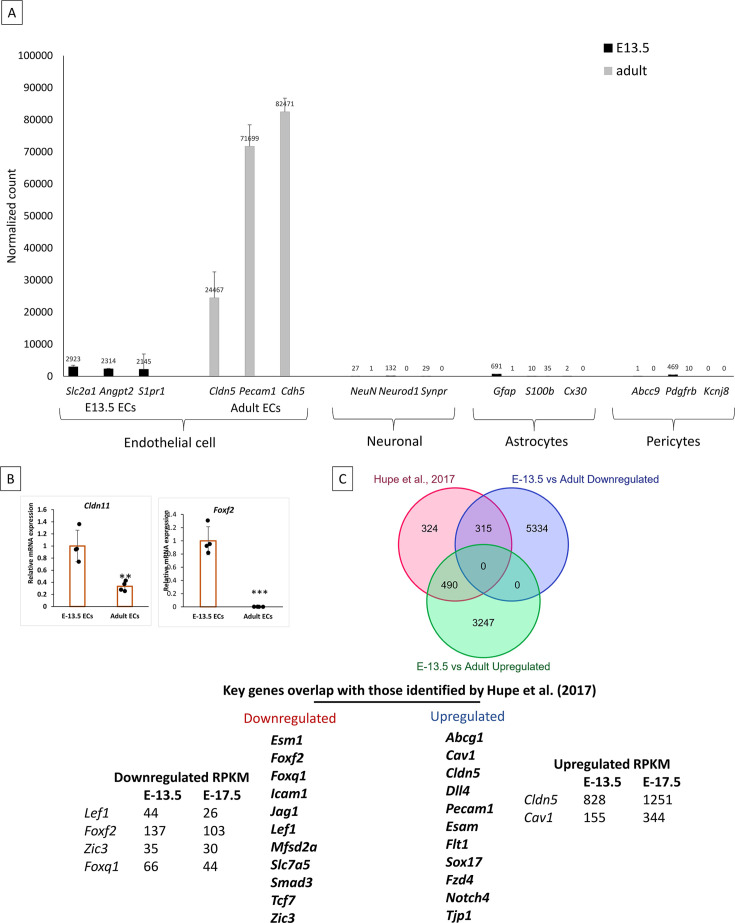
Endothelial cell markers expression and validation of mRNA seq data. Endothelial cells (EC) markers *Slc2a1*, *Angpt2,* and *Sipr1* expression were high in E-13.5 and adult primary cortical ECs. Adult ECs showed significant expression on *Cldn5*, *Pecam,* and *Cdh5*. These gene expressions were lower in E13.5 ECs. Neuronal, astrocytes, and pericytes population was low or null in isolated ECs. (**B**) Validation of mRNA-seq data for additional genes *Foxf2* and *Cldn11*. ***p<0.001, **p<0.01, vs E-13.5 N=3–4/group. (**C**) Comparison of differentially expressed genes in E-13.5 vs adult stages with the Hupe et al., 2017 dataset, which includes genes regulated during embryonic development (E-11.5 to E-17.5). The Venn diagram shows the number of overlapping genes and highlights key genes that overlap with our data.

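Endothelial genes were far higher in adult than in E13.5 ECs. Pecam1 encodes CD31, an adhesion molecule of EC contacts, and lies on chromosome 11 from 106654217 to 106750628 of mm10. Its normalized count was 71699 ± 11642 (SD, n = 3 libraries) in adult ECs and 59.4 ± 12.9 (n = 3) in E13.5 ECs, a log2 fold change of 10.22 (standard error 0.37, adjusted p = 6.82e-09 from limma). Cdh5, which encodes VE-cadherin of the adherens junction (chromosome 8 from 104101625 to 104144511), had 82471 ± 7459 in adults and 74.8 ± 28.8 at E13.5 (10.15, standard error 0.42, adjusted p = 1.36e-08). Cldn5, the main claudin of brain EC tight junctions (chromosome 16 from 18776847 to 18778262), had 24467 ± 14030 in adults and 1.06 ± 1.84 at E13.5 (adjusted p = 4.40e-08). S1pr1, a receptor of the lipid S1P (chromosome 3 from 115710433 to 115715072), was also higher in adults, at 25622 ± 8330 against 2145 ± 655 (log2 fold change 3.57, adjusted p = 2.52e-05). Angpt2, a ligand of the receptor Tek released by ECs, was lower in adults at 553 ± 236 than at E13.5 at 2314 ± 214 (-2.17, adjusted p = 3.54e-04); it overlaps Mcph1 on the other strand. Slc2a1, the glucose transporter of the BBB, had 2839 ± 916 in adults and 2923 ± 414 at E13.5, and its log2 fold change of -0.09 did not pass the test (adjusted p = 0.864). All 32 genes of a list of endothelial identity genes were higher in adults (32 adjusted over the list alone); the paper names 9 of them for these libraries, so those are not independent evidence. They included Nos3, the endothelial nitric oxide synthase (10.80), Emcn, the sialomucin endomucin (10.41), and Ptprb, the phosphatase VE-PTP (8.87). The E13.5 level of these genes was 0.506% of the adult level at the median, with quartiles of 0.0888% and 2.46% and a range of 0.00433% to 27.8%. As a set they had an adjusted p = 2.61e-23 from camera, and an adjusted p = 0.0179 with an estimated correlation. In the same E13.5 libraries the median normalized count of 12 genes of neural progenitors was 3000, against 43.9 for the endothelial identity genes.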

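Markers of pericytes, neurons and astrocytes were near 0 in adult ECs and higher in E13.5 ECs. Pdgfrb, the PDGF receptor of pericytes, had a normalized count of 9.82 ± 5.56 (SD, n = 3 libraries) in adult ECs and 469 ± 198 (n = 3) in E13.5 ECs, a log2 fold change of -5.54 (adjusted p = 1.44e-04 from limma). Neurod1, a transcription factor of neuronal differentiation, had 132 ± 75.3 at E13.5 and no read in any adult library (adjusted p = 7.37e-07). Gfap, the intermediate filament of astrocytes, had 691 ± 258 at E13.5 and 0.657 ± 1.14 in adults (adjusted p = 5.72e-07). Rbfox3, the neuronal marker NeuN, had 27.4 ± 20.6 and 0.657 ± 1.14 (adjusted p = 0.00441, but 0.367 with quantile normalization), and the synaptic gene Synpr had 29.1 ± 5.05 and 0 (adjusted p = 5.22e-05). S100b had 10.3 ± 13.1 at E13.5 and 34.6 ± 40.0 in adults and did not pass the test (adjusted p = 0.233, but 0.00165 with quantile normalization). Gjb6 and Abcc9, at 2.17 ± 2.41 and 1.21 ± 1.06 at E13.5, were too low to be tested, and Kcnj8 had no read in any library. Of marker lists drawn up for cell types that a cortical culture could hold, 12 of 12 genes of neural progenitors were lower in adults, 12 of 13 of neurons, 7 of 8 of astrocytes, 5 of 7 of the oligodendrocyte lineage, 5 of 5 of pericytes, 8 of 8 of smooth muscle and 11 of 14 of fibroblasts and meninges, and none was higher. Sox2, a transcription factor of neural progenitors, had 4538 ± 432 at E13.5 and no read in adults. Acta2, the actin of smooth muscle, had 24395 ± 7347 and 11.9 ± 3.87, and Col1a2, a collagen of fibroblasts, had 3373 ± 2174 and 0. Map2 of neurons had 6638 ± 1566 and 0.578 ± 1.00, and Olig2 of the oligodendrocyte lineage had 1805 ± 67.0 and 0. Microglial and macrophage genes gave 9 lower and 2 higher of 12, genes of choroid plexus and ependyma 4 lower of 4, of epithelial cells 5 of 7 and of erythroid cells 2 of 3. Each of these counts was the same adjusted over the list alone. The neural progenitor list had an adjusted p = 1.25e-07 from camera and an adjusted p = 0.0179 with an estimated correlation, while the other marker lists lay at an adjusted p of 0.0588 to 0.91 with an estimated correlation. The paper names 10 of the 109 marker genes for these libraries. 

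**Figure D1:**
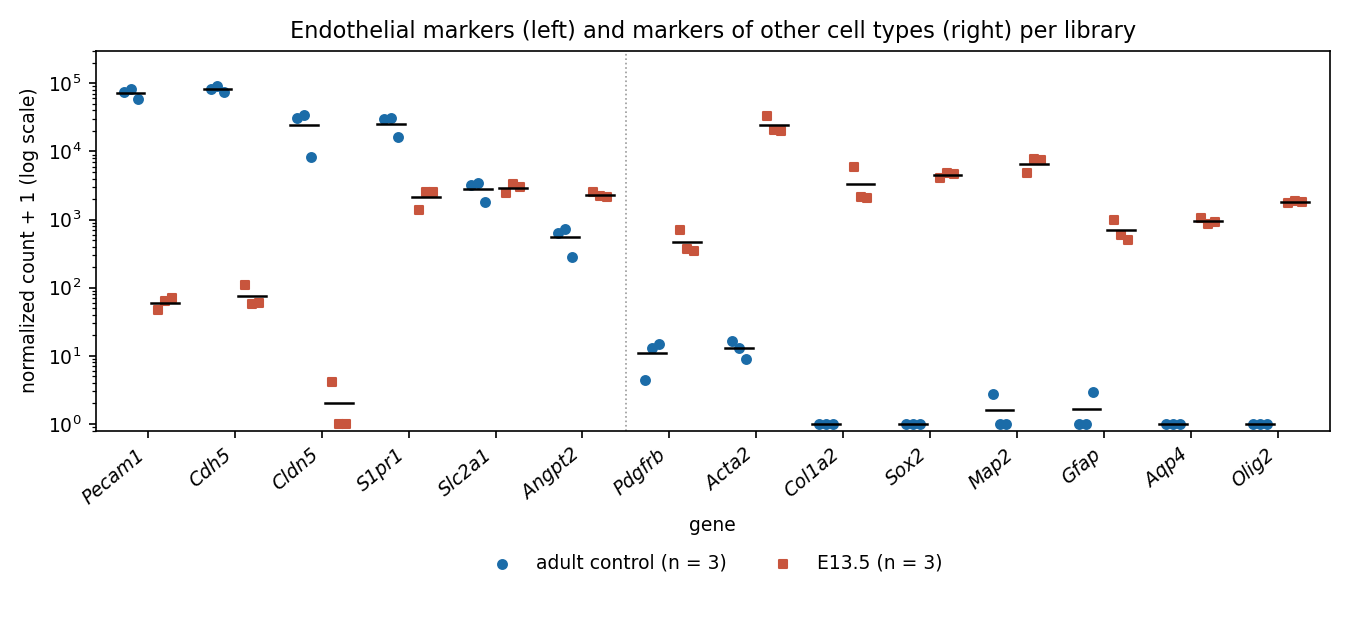
Normalized counts plus 1 on a log axis for 6 endothelial genes and 8 genes of other cell types, in 3 adult control libraries (circles) and 3 E13.5 libraries (squares), with black bars for the group means. Pecam1 stands at 71699 in adults and 59.4 at E13.5, and Acta2 at 11.9 and 24395.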

GO enrichment analysis of the DEGs identified five functional categories: angiogenesis, cell-to-cell junction, transporters, extracellular matrix, and DNA binding transcription factors (Figure 1D). 

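Extracellular matrix genes were mostly lower in adult than in E13.5 ECs, while endothelial transcription factors were mostly higher. Col6a1, a chain of collagen VI, had a normalized count of 0.657 ± 1.14 (SD, n = 3 libraries) in adult ECs and 3969 ± 1833 (n = 3) at E13.5, and Fbn1, the microfibril protein fibrillin, had 2.24 ± 0.638 and 4660 ± 778. Foxf1, a forkhead factor, had 1599 ± 171 and 20.8 ± 4.65, a log2 fold change of 6.22 (adjusted p = 1.02e-08 from limma). The gene lists behind the counts here are not the paper's GO categories. Of 49 matrix genes tested, 31 were lower and 6 higher in adults (31 and 7 adjusted over the list alone), with an adjusted p = 8.79e-04 from camera and an adjusted p = 0.168 with an estimated correlation. Col12a1, a collagen bound to fibrils, was lower by a log2 fold change of -10.01, and Col6a2 had 1721 ± 926 at E13.5 and no adult read. Of 34 transcription factors, 21 were higher and 10 lower (21 and 10 adjusted over the list alone), among them the Ets factor Ets2 (4.99) and Bcl6b (9.02); the adjusted p was 2.94e-04, and adjusted p = 0.0708 with an estimated correlation. Angiogenesis genes went both ways, with 22 higher and 15 lower of 45 (22 and 16 adjusted over the list alone; adjusted p = 0.0183, and adjusted p = 0.177 with an estimated correlation). Tek, the angiopoietin receptor, rose by 8.16, the receptor gene Notch4 by 7.46 and the Notch regulator Nrarp by 4.19, while the chemokine receptor gene Cxcr4 had 225 ± 4.76 at E13.5 and no adult read. Of 31 junction genes, 16 were higher and 10 lower (17 and 13 adjusted over the list alone), with F11r, which encodes JAM-A, at 6.84 (adjusted p = 0.0337, and adjusted p = 0.0708 with an estimated correlation). Of 30 BBB transporters, 4 were higher and 14 lower (4 and 15 adjusted over the list alone; adjusted p = 0.333, and adjusted p = 0.497 with an estimated correlation). The organic anion transporter Slco1c1 had 327 ± 78.1 at E13.5 and no adult read, and the glutamine transporter Slc38a3 had 975 ± 83.1 and 0.678 ± 1.17. Of 10 genes of caveolae and fenestrae, 6 were higher and none lower (7 and none adjusted over the list alone; adjusted p = 2.94e-04, and adjusted p = 0.0978 with an estimated correlation), with the membrane-shaping Ehd4 and Ehd2 at 3.94 and 2.31, the caveolar coat gene Cavin3 at 1.39 and the diaphragm gene Plvap at 5.85. The paper names 11 of 33 junction, 6 of 33 transporter, 8 of 45 angiogenesis, 8 of 36 transcription factor and 1 of 10 caveolar list members for these libraries, and none of the matrix genes. In the E13.5 libraries, 10 of 14 genes of fibroblasts and meninges and 5 of 8 of smooth muscle had a mean of at least 100, against 1 and 0 in adult control libraries.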

Except for transporters, the other categories were characterized by more downregulated vs. upregulated genes. The DEGs included important BBB genes (Figure 1E). For example, tight junction (TJ) genes *Cldn1*, *Cldn5*, BBB transporters *Mfsd2a*, *Cav1*, and BBB-related transcription factors *Zic3*, *Foxf2*, and *Sox17* were differentially expressed (Figure 1E). 

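BBB genes differed between the stages in both directions. Cldn1, a tight junction claudin (chromosome 16 from 26356642 to 26371841 of mm10), had a normalized count of 121 ± 58.8 (SD, n = 3 libraries) in E13.5 ECs and 0.578 ± 1.00 (n = 3) in adult ECs (adjusted p = 3.34e-05 from limma). Mfsd2a, a lipid transporter that limits transcytosis (chromosome 4 from 122946850 to 122961188), was also lower in adults, at 14.5 ± 12.8 against 1386 ± 408, a log2 fold change of -7.40 (standard error 1.63, adjusted p = 0.00267). Sox17, a transcription factor of arterial and barrier ECs (chromosome 1 from 4490931 to 4497354), was higher in adults, at 2532 ± 226 against 1.74 ± 0.160 (log2 fold change 9.85, adjusted p = 9.82e-08). Foxf2, a forkhead factor (chromosome 13 from 31625816 to 31631403), had 40.2 ± 16.2 at E13.5 and no adult read (adjusted p = 8.64e-06). Cav1, the coat protein of caveolae (chromosome 6 from 17306335 to 17341452), had 20735 ± 11678 in adults and 7760 ± 2444 at E13.5. Its log2 fold change of 1.32 (standard error 0.53) did not pass the test (adjusted p = 0.0561), and it passed without adult control replicate 2 (1.61, adjusted p = 0.0459). Of other genes in Figure 1E and Figure 1—figure supplement 1C, the claudin genes Cldn11 and Cldn12 were lower in adults (88.6 ± 25.7 at E13.5 and no adult read for Cldn11; log2 fold change -2.70 for Cldn12), as were the efflux transporter gene Abcg2 (-1.17), the amino acid transporter gene Slc7a5 (-2.26), Smad3 (-2.13), Esm1 (-7.76), Icam1 (-6.69) and the water channel gene Aqp4 (951 ± 105 at E13.5, no adult read). Higher in adults were the adhesion gene Esam (6.96), the amino acid transporter gene Slc7a7 (4.44), Sox18 (8.19), the Notch ligand gene Dll4 (5.58) and the VEGF receptor gene Flt1 (2.86). Jam2 (1.08, adjusted p = 0.0807) and Jag1 (-0.54, adjusted p = 0.121) did not pass the test, and Marveld3 was too low to be tested. Tjp1, which encodes ZO-1, was higher in adults (18128 ± 9504 against 7352 ± 305, log2 fold change 1.18, adjusted p = 0.0263), but not without adult control replicate 3 (0.78, adjusted p = 0.0901) or without E13.5 replicate 1, 2 or 3 (adjusted p = 0.0672, 0.0627 and 0.0603). The Tjp1 call was also lost with each library scaled to the same total (adjusted p = 0.0556) and with quantile normalization (0.0971), and the calls of Cav1 and Jam2 were gained with edgeR (0.0346 and 0.0385) and DESeq2 (0.0181 and 0.0302). In the same E13.5 libraries, the astrocyte and oligodendrocyte lineage markers had medians of 691 and 704, against 0.657 and 1.55 in adult control libraries.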

The complete dataset is available on Geo under accession number GSE214923. Overall, the transcriptomic analysis identified EC gene cohorts that were expressed during the formation or maintenance of the BBB.

We validated the differential expression of important BBB and related genes (e.g. *Cldn1, Cldn5*, *Mfsd2a*, *Zic3*, and *Sox17*) at E-13.5, E-17.5, P0, P7, and in the adult. This analysis revealed that *Cldn1*, *Mfsd2a*, and *Zic3* expressions were significantly downregulated by E-17.5 and subsequent developmental stages (Figure 1F). Thus, the high expression of these genes might be required for the establishment and a baseline expression to maintain the BBB. By contrast, adult expression of *Cldn5* was significantly upregulated compared to other developmental stages, and *Sox17* was upregulated considerably compared to other developmental stages except for P7 (Figure 1F). Additionally, we validated the mRNA expression of *Cldn11* and *Foxf2* (Figure 1—figure supplement 1B).

Hupe et al., 2017 demonstrated differentially regulated genes in brain ECs during embryonic development (Hupe et al., 2017). To further validate our data, we compared our transcriptome with the 1129 genes shown to be regulated during embryonic development. We found 315 of our downregulated transcripts in adults and 490 of our upregulated transcripts in adults matched with their dataset. Key overlapping genes are highlighted (Figure 1—figure supplement 1C).

### HDAC2 and PRC2 mediated transcriptional regulation of BBB genes

HDACs have critical roles in development and tissue homeostasis, and HDAC inhibitors are instructive experimental tools (Delcuve et al., 2012; Marks, 2010). To assess whether the transcriptional downregulation of BBB genes involves HDAC-dependent epigenetic repression, we treated adult ECs with a pan HDAC inhibitor trichostatin A (TSA) for 48 hr. TSA increased *Cldn1* (Figure 2A) and *Zic3* (Figure 2—figure supplement 1) expression relative to the control. Since there are four major HDAC classes, class I (HDAC 1, 2, 3, and 8), class II (HDAC 4, 5, 6, 7, 9, 10), class III (SIRTs 1–7), and class IV (HDAC 11), we tested whether specific HDACs mediate the repression. The class-I HDAC inhibitor MS-275 significantly upregulated *Cldn1*, *Mfsd2a,* and *Zic3* while downregulated *Cldn5* (Figure 2A, Figure 2—figure supplement 1A). No significant difference in *Cldn1* mRNA expression was observed with class-II HDAC inhibitor (Figure 2—figure supplement 1A). In adult ECs, HDAC2 exhibited greater expression than other class I HDACs (Figure 2B). To analyze the HDAC2 function, we utilized siRNAs to knockdown (KD) HDAC1, HDAC2, or HDAC3 in adult ECs. KD of HDAC2 significantly upregulated the repressed *Cldn1*, *Mfsd2a*, and *Zic3* genes and reduced *Cldn5* expression (Figure 2C, Figure 2—figure supplement 1B). By contrast, *Hdac1* and *Hdac3* KD did not affect these genes (not shown). BBB genes analyzed above were selected based on their expression patterns and to represent important functional attributes of BBBs, such as tight junctions (*Cldn1* and *Cldn5*), transporters (*Mfsd2a*), and transcription factors (*Zic3*). We used ChIP-qPCR to test whether HDAC2 directly regulates BBB gene expression in E13.5 and adult cortical EC contexts. Three primers were designed ((-) 500, TSS & (+) 500) spanning the 1 kb region on each side of the promoter. HDAC2 occupancy was detected in the (-) and (+) 500 regions of *Cldn1* in adults with no significant enrichment in E13.5. *Zic3* showed occupancy at all three regions (1 kb) in the adult stage, with E13.5 showing enrichment in TSS only (Figure 2D, Figure 2—figure supplement 1B). Conversely, HDAC2 occupied *Mfsd2a* only at E13.5((-) 500 & TSS), and in *Cldn5* occupancy was detected at both E13.5 (1kb) and in adults ((-) & (+) 500). These results link HDAC2 to the developmental control of BBB genes (Figure 2D, Figure 2—figure supplement 1B).

**Figure 2.**
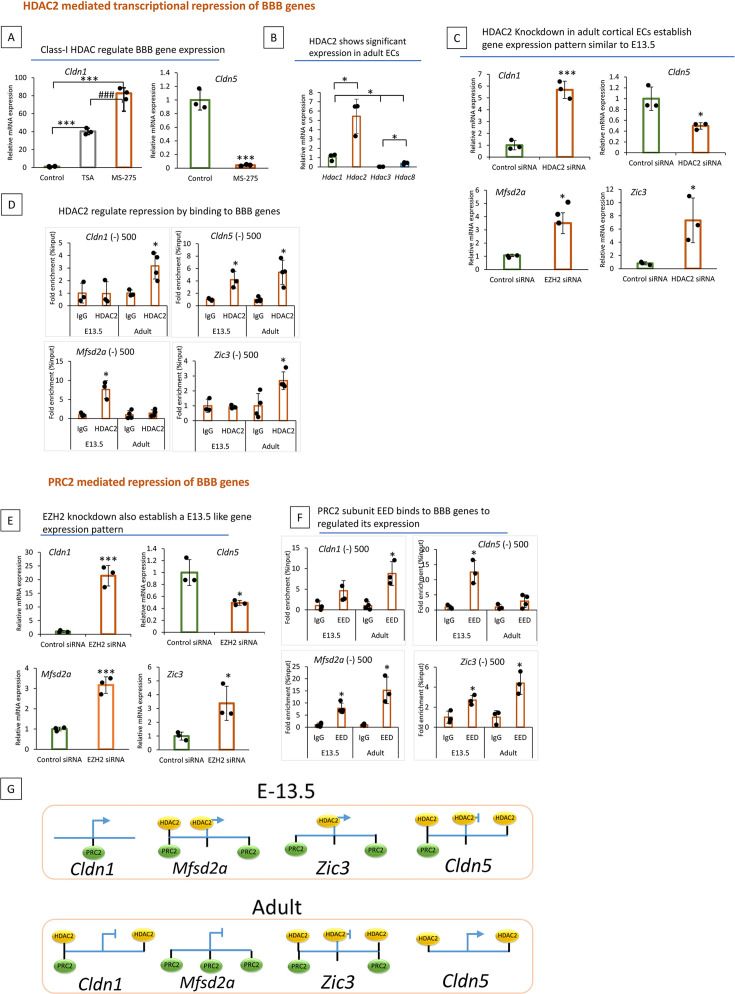
Epigenetic regulators histone deacetylase 2 (HDAC2) and polycomb repressive complex 2 (PRC2) regulate the transcription of blood-brain barrier (BBB) genes. (**A**) Quantitative PCR (qPCR) of adult primary cortical endothelial cells (ECs) treated with trichostatin A (TSA) (200 nm) and MS-275(10 um) 48 hr showed significantly increased mRNA expression of *Cldn1* compared to DMSO treated control while *Cldn5* was significantly decreased with MS-275 treatment when compared to control (*p<0.001 vs Control #p<0.001 vs TSA treatment N=3/group). (**B**) mRNA expression level of class-I HDAC family members in adult primary cortical ECs. Expression was normalized to housekeeping genes GAPDH and HDAC1. Significant mRNA expression of *Hdac2* was observed in adult primary cortical ECs compared to other Class-I HDACs (*p<0.05 vs HDAC1, 3, and 8 N=3/group). *Hdac1* showed significantly higher expression compared to *HDAC3* and *HDAC8* (*p<0.05) and HDAC8 showed significantly higher expression compared to *HDAC3* (*p<0.05). (**C**) Effect of *Hdac2* siRNA on BBB gene expression in adult cortical ECs. Using lipofectamine adult cortical ECs were transfected with *Hdac2* siRNA (500 µg). qPCR analysis revealed that compared to control siRNA treated group *Hdac2* siRNA treated ECs showed significantly increased expression of *Cldn1*(*p<0.001), *Mfsd2a* (*p<0.05), and *Zic3* (*p<0.05) while *Cldn5* (*p<0.05) showed significantly decreased expression. N=3/group (**D**) HDAC2 occupancy of the indicated chromatin regions in primary cortical ECs from E-13.5 and adult. Occupancy was measured by ChIP followed by quantitative PCR (ChIP-qPCR). The adjacent gene and the distance to the TSS name chromatin regions. (* p<0.05 vs IgG N=3–4/group) (**E**) qPCR analysis of *Cldn1*, *Cldn5*, *Mfsd2a,* and *Zic3* in EZH2 and control siRNA-treated adult primary cortical ECs. Compared to the control siRNA-treated group, *Ezh2* siRNA-treated ECs showed significantly increased expression of *Cldn1* (*p<0.001), *Mfsd2a* (*p<0.001), and *Zic3* (*p<0.05), while *Cldn5* (* p<0.05) showed significantly decreased expression. N=3/group. (**F**) ChIP-qPCR analysis of PRC2 subunit EED on indicated chromatin regions and genes in E13.5 and adult primary cortical ECs. *p<0.05 vs IgG, N=3–4 / group. (**G**) Schematic representation of HDAC2 and PRC2 binding on indicated genes in cortical ECs at E-13.5 and adult.

**Figure 2—figure supplement 1.**
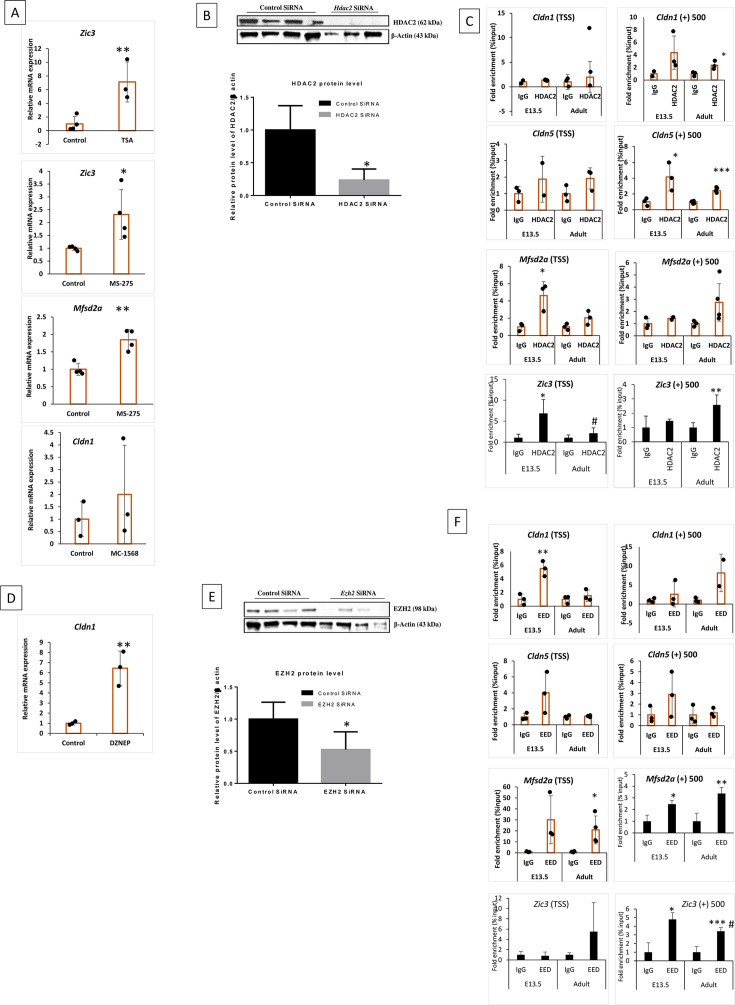
HDAC2 and PRC2 regulate the expression of key BBB genes during development. (**A, D**) Trichostatin A (TSA) treatment significantly increased the mRNA expression of *Zic3* in primary adult primary cortical endothelial cells (ECs) **p<0.01 vs control, N=4. mRNA expression of *Zic3* and *Mfsd2a* showed a significant increase in adult primary cortical ECs when treated with MS-275 **p<0.01, *p<0.05 vs control N=3. *Cldn1* showed a significant increase in mRNA expression in adult primary cortical ECs when treated with DZNEP. (**B, E**) Western blot images and quantification showing the knockdown efficiency of *Hdac2* and *Ezh2* sirna. *p<0.05 vs. control N=3/4 group (**C, F**) ChIP-qPCR showing HDAC2 and PRC2 (EED) enrichment on indicated *Cldn1*, *Cldn5*, and *Mfsd2a* chromatin regions in E13.5 and adult cortical ECs. The ChIP signals were normalized to IgG. Data are shown as mean ± SD. ***p<0.001, **p<0.01, *p<0.05 vs IgG & ###p<0.001, ##p<0.01, #p<0.05 vs respective E-13.5 histone mark. N=3–4/group. Figure 2—figure supplement 1—source data 1.PDF file containing original western blots for Figure 2—figure supplement 1B, E, indicating the relevant bands and treatments. Figure 2—figure supplement 1—source data 2.Original files for western blot analysis are displayed in Figure 2—figure supplement 1B, E.

Our initial screening showed that the PRC2 inhibitor DZNEP significantly increased *Cldn1* expression in adult ECs (Figure 2—figure supplement 1D). To analyze the PRC2 function in this context, we downregulated the PRC2 subunit EZH2 from adult ECs. Compared to the control, *Ezh2* siRNA KD significantly increased *Cldn1*, *Zic3*, and *Mfsd2a* expression and decreased *Cldn5* expression (Figure 2E, Figure 2—figure supplement 1E). ChiP-qPCR of PRC2 subunit EED revealed EED occupancy at various regions of *Cldn1*, *Mfsd2a,* and *Zic3* at E13.5 and in the adult (Figure 2F, Figure 2—figure supplement 1F). EED occupied *Cldn5* at E13.5, but not in adult ECs. Our data support a model in which HDAC2 and PRC2 are critical determinants of EC BBB transcriptomes during BBB development (Figure 2G).

### Distinct histone modifications delineate the transcription program of BBB genes

Since HDAC2 and PRC2 regulate multiple BBB genes, we sought to determine whether they share similar post-translational histone modifications. To examine this, we performed ChIP-qPCR of potentially involved histone marks, including the repressive marks H3K27me3, H3K9me3, and the activating marks H3K4me3 and H3K9ac. We have scanned approximately 1 kb genomic region surrounding the TSS of *Cldn1*, *Cldn5*, *Mfsd2a*, *Zic3,* and *Sox17* in E13.5 and adults. H3K9me3 ChIP-qPCR on our selected BBB genes didn't show significant binding in either stage (data not shown). We detected abundant enrichment of repressive histone mark H3K27me3 on *Cldn1*, *Mfsd2a*, and *Zic3* (Figure 3A, Figure 3—figure supplement 1A-B) in adult E.C.s compared to E13.5. *Cldn1, Mfsd2a,* and *Zic*3 also showed significant enrichment of H3K27me3 compared to IgG in E13.5 (Figure 3A, Figure 3—figure supplement 1A-B). *Cldn5* showed significant enrichment of H3K27me3 in the 1 kb region of both E13.5 and adults (Figure 3B). However, E13.5 showed abundant enrichment of H3K27me3 in the –500 region compared to adults (Figure 3B).

**Figure 3.**
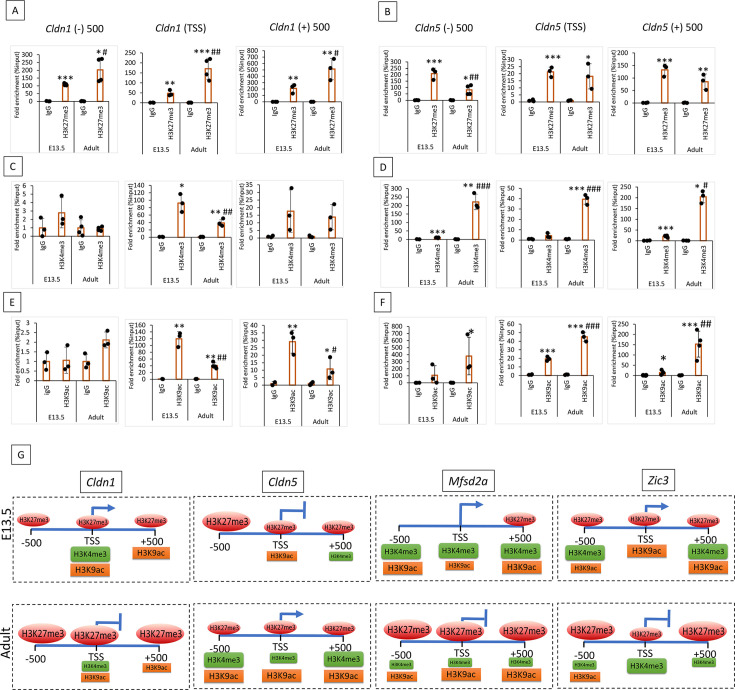
Blood-brain barrier (BBB) genes exhibit diverse post-translational histone modifications at E13.5 compared to adults. (**A, C & E**) ChIP followed by quantitative PCR (ChIP-qPCR) analysis of histone marks H3K27me3, H3K4me3, and H3K9ac on 1 KB region *Cldn1* gene in E13.5 and adult cortical endothelial cells (ECs). *Cldn1* gene was downregulated in ECs during development. The ChIP signals were normalized to IgG. (**B, D & F**) ChIP-qPCR showing the H3K27me3, H3K4me3, and H3K9ac density at the *Cldn5* gene in E13.5 and adult cortical ECs. *Cldn5* gene was upregulated during development. Data are shown as mean ± S.D. ***p<0.001, **p<0.01, *p<0.05 vs IgG & ###p<0.001, ##p<0.01, #p<0.05 vs respective E-13.5 histone mark. N=3–4/group. (**G**) Schematic representation of H3K27me3, H3K4me3, and H3K9ac binding density on *Cldn1*, *Cldn5*, *Mfsd2a*, and *Zic3* in E13.5 and adult primary cortical E.C.s. Shape size indicates the binding density in the indicated chromatin regions.

**Figure 3—figure supplement 1.**
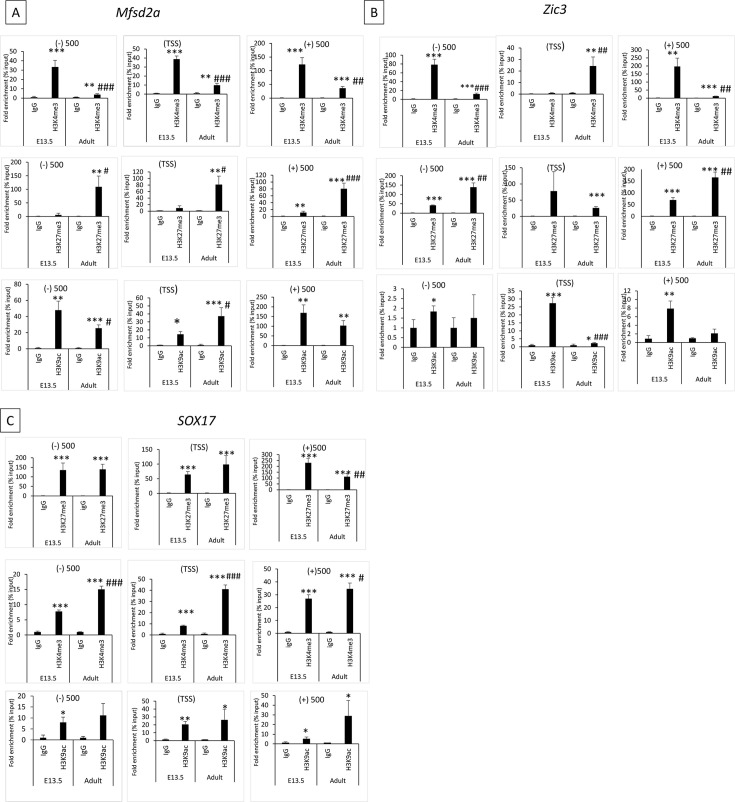
Key histone modifications in *Mfsd2a*, *Zic3*, and *Sox17*. (**A–C**) Analysis of histone marks H3K27me3, H3K4me3, and H3K9ac in 1 KB regions of *Mfsd2a*, *Zic3,* and *Sox17* genes in E13.5 and adult cortical endothelial cells (ECs) by ChIP followed by quantitative PCR (ChIP-qPCR). *Mfsd2a,* and *Zic3* showed decreased and *Sox17* showed increased expression in adults compared to E13.5. The ChIP signals were normalized to IgG. Data are shown as mean ± S.D. ***p<0.001, **p<0.01, *p<0.05 vs IgG & ###p<0.001, ##p<0.01, #p<0.05 vs respective E-13.5 histone mark. N=3–4/group.

Active histone mark, H3K4me3 showed significantly increased enrichment on *Cldn1* (TSS), *Mfsd2a* (1 KB), and *Zic3* (–500 and +500) at E13.5 compared to adult (Figure 3C, Figure 3—figure supplement 1A-B). *Cldn1* (±) 500 region didn't show any significant binding for H3K4me3 in both stages (Figure 3C) and the *Zic3* TSS region showed significant enrichment of H3K4me3 in the adult compared to E-13.5 (Figure 3—figure supplement 1B). Supporting its abundant expression in adults, *Cldn5* (1 KB) showed significant enrichment of H3K4me3 in adults compared to E13.5 (Figure 3D). Another active histone mark, H3K9ac, showed significant enrichment on *Cldn1* (TSS and +500) at E13.5 compared to the adult with no significant binding in the –500 region in both stages (Figure 3E). *Mfsd2a* showed significant enrichment of H3K9ac in the –500 and +500 regions at E-13.5 compared to adults. While the TSS region showed significant enrichment in adults compared to E-13.5 (Figure 3—figure supplement 1A). *Zic3* (TSS and +500) showed a significant binding for H3K9ac in E13.5 compared to the adult, while the –500 region didn't show any enrichment in both stages (Figure 3—figure supplement 1B). Distinct histone modifications in *Sox17* between E13.5 and adult CNS ECs are shown in Figure 3—figure supplement 1C. A summary model of histone modifications in the 1 kb region of the BBB genes *Cldn1*, *Cldn5*, *Mfsd2a*, and *Zic3* is shown in Figure 3G. These results indicate that BBB genes acquire a unique epigenetic signature during development.

### HDAC2 activity is critical for the maturation of BBB, while PRC2 is dispensable

To examine the role of HDAC2 and PRC2 in BBB maturation, we KO *Hdac2* and PRC2 subunit *Ezh2* from ECs during embryonic development. To conditionally KO *Hdac2* or *Ezh2,* we used tamoxifen-inducible *Cdh5(PAC)^CreERT2^* mice. Tamoxifen was injected into the mother starting at E-12.5 and on alternate days until E-16.5 (Figure 4A and E). This allowed the KO of *Hdac2* or *Ezh2* before the maturation of the BBB.

**Figure 4.**
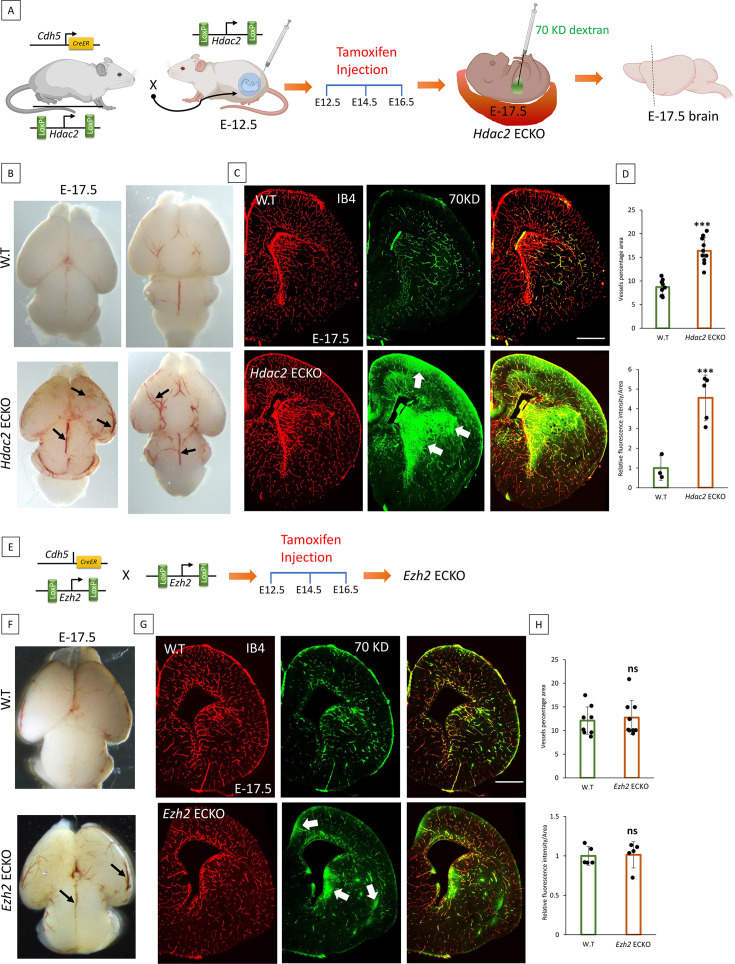
Histone deacetylase 2 (HDAC2) activity is required to form a functional blood-brain barrier (BBB), while polycomb repressive complex 2 (PRC2) is dispensable. (**A**) Effect of deletion of *HDAC2* from the endothelial cells (ECs) during embryonic development. Schematic representation of breeding scheme and generation of EC-specific KO of *HDAC2*. Tamoxifen was delivered to the pregnant mother at E-12.5, and brains were harvested at E-17.5. (**B**) Representative phase microscopy images of the dorsal surface and ventral surface of the brain at E-17.5. *Hdac2* ECKO shows a significant increase in pia vessels, as pointed out by black arrows on the dorsal surface. Black arrows in the ventral surface showed dilated vessels. (**C**) BBB permeability assay using 70KD tracer and isolectin B4 (IB4) staining to image the vessels. In *Hdac2* ECKO, a green fluorescent tracer leaked out of the vessels, as indicated by the white arrows. 10 x images are acquired and merged using tile scanning. Scale bar, 500 µm (**D**) Vessel percentage area of *Hdac2* ECKO was significantly higher than wild-type (WT) (*p<0.001 vs control N=10). A significant increase in fluorescent intensity was quantified in *Hdac2* ECKO compared to WT (*p<0.0001 vs control N=3 for WT and N=5 for *Hdac2* ECKO). (**E**) Schematic representation of breeding scheme and generation of *Ezh2* ECKO. Tamoxifen was injected the same as for *Hdac2* ECKO. (**F**) Representative phase microscopic image of WT and *Ezh2* ECKO. As black arrows show, the *Ezh2* ECKO brain shows dilated vessels with no visible increase in pial angiogenesis. (**G**) BBB permeability assay using 70KD-FITC Dextran shows subtle tracer leakage out of the vessels in *Ezh2* ECKO, represented by white arrows. IB4 staining reveals the vessels in the brain. 10 x images are acquired and merged using tile scanning. Scale bar, 500 µm (**H**) Quantification of vessel percentage area (WT N=9 *Ezh2* ECKO N=10) and fluorescent intensity didn't show any significant difference between WT and *Ezh2* ECKO (WT N=5 *Ezh2* ECKO N=5).

**Figure 4—figure supplement 1.**
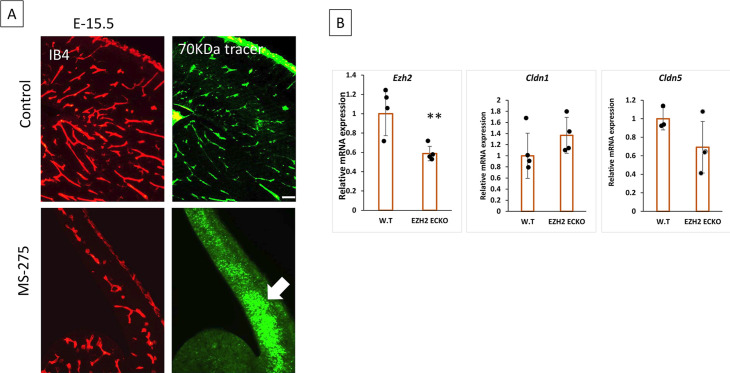
*Effect of class-I HDAC2 inhibitor on the embryonic mouse brain and the expression of Ezh2, Cldn1, and Cldn5* in *Ezh2 ECKO* mice. (**A**) Effect of Pharmacological inhibition of histone deacetylase 2 (HDAC2) in wild-type (WT) mice. MS275(20 mg/Kg) was injected IV into the pregnant mother at E13.5 and embryonic brains were harvested at E-15.5. MS-275 treated brain showed significant growth defects in the brain with narrow cortex, shunted, and leaky vessels. Vessels were stained with IB4 and 70 KDa FITC Dextran was used as a tracer. 10 x images are acquired, scale bar, 100 µm. (**B**) Compared to WT, *Ezh2* ECKO showed significantly reduced *Ezh2* mRNA expression. However, *Cldn1* and *Cldn5* showed no significant difference between WT and *Ezh2* ECKO.

It was observed that *Hdac2 and Ezh2* KO embryos grew normally and were alive on the day of sacrifice E17.5. Compared to WT, *Hdac2* ECKO pial vessels were dilated and showed increased angiogenesis (Figure 4B). BBB permeability was assessed in *Hdac2* ECKO mice using a 70KD FITC-conjugated dextran tracer. The tracer remained confined inside the vessels of E17.5 WT embryos, supporting previous findings that the BBB matures by E-15.5 (Figure 4C). Conversely, in *Hdac2* ECKO, dextran leaked into the cortical parenchyma (Figure 4C). Green fluorescent intensity measurements confirmed the immature BBB in the *Hdac2* ECKO (Figure 4D). A vascular analysis using angiotool determined that *Hdac2* ECKO had a significantly higher vascularized brain area than WT, indicating that HDAC2 also plays a key role in angiogenesis (Figure 4D). The pharmacological inhibition of class I HDAC using MS-275 in timed pregnant WT mice at E-13.5 showed significant tracer leakage into the brain parenchyma at E-15.5 compared to vehicle-treated control (Figure 4—figure supplement 1A). The MS-275 treated embryos also showed a thin cortex compared to the control, possibly due to the leakage of the drug into the brain which affects brain development (Figure 4—figure supplement 1A).

Compared to WT, at E-17.5 *Ezh2* ECKO showed dilated vessels with no evident increase in the pial vessel angiogenesis (Figure 4F). Confirming the loss of *Ezh2*, mRNA analysis on the whole brain showed a significant reduction. BBB permeability assay showed a subtle leakage of 70KD fluorescent tracer into the brain parenchyma (Figure 4G). However, the fluorescence intensity analysis showed no significant difference (Figure 4H). Furthermore, the mRNA analysis on the whole brain showed a significant decrease in *Ezh2* expression with no difference in *Cldn1*, *Mfsd2a*, and *Cldn5* (Figure 4—figure supplement 1B). Together, *Hdac2* and *Ezh2* ECKO data suggest that HDAC2 is critical for BBB maturation, whereas PRC2 is dispensable or a support mechanism required during later BBB development.

### Despite Wnt pathway activity in the adult, Wnt target genes are epigenetically repressed

Wnt pathway has been shown to influence BBB gene expression (Hupe et al., 2017). However, this pathway activity is reported to be minimal in adults (Liebner et al., 2008; Ma et al., 2013). In our transcriptomic analysis, 67% of Wnt signaling-related genes were downregulated in adults, while 33% were upregulated (Figure 5A). 

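Genes of Wnt signaling were mostly lower in adult than in E13.5 ECs. Fzd3, a Wnt receptor, and Sfrp1, a secreted Wnt antagonist, had normalized counts of 4294 ± 965 and 918 ± 155 (SD, n = 3 libraries) in E13.5 ECs and no read in any of the 3 adult control libraries. Ndp, which encodes the frizzled ligand norrin, and Foxq1, a forkhead factor induced by Wnt, had 279 ± 50.1 and 140 ± 48.6 at E13.5 and no adult read. Of 101 Wnt genes listed as ligands, receptors and transducers, antagonists, or target genes, 90 were tested with limma and 67 passed. Of these, 62 were lower in adults (92.5%, exact binomial 95% confidence interval 83.4% to 97.5%) and 5 were higher (7.46%). The list is not the paper's, which is not used here, and the paper names 12 of its genes for these libraries. All 17 ligands that passed of 19 tested were lower (18 adjusted over the list alone), including Wnt4 (110.4 ± 19.2 at E13.5, 0.578 ± 1.00 in adults) and Wnt2 (46.8 ± 34.5, no adult read). Of 36 receptors and transducers, 18 were lower and 5 higher (18 and 5 adjusted over the list alone), and Ror1, Ror2 and Fzd10 had 197 ± 56.0, 367 ± 8.90 and 86.0 ± 4.06 at E13.5 and no adult read. Of 19 antagonists, 14 were lower and none higher (15 and none adjusted over the list alone), among them Shisa3 (log2 fold change -4.06), Sfrp2 (148 ± 74.2 at E13.5) and Nkd1 (219 ± 38.5 at E13.5), the last 2 without an adult read. Of 23 target genes, 18 were lower and none higher (19 and none adjusted over the list alone), with the BMP pseudoreceptor gene Bambi at -4.53. From camera, the target genes had an adjusted p = 1.03e-05 (adjusted p = 0.0179 with an estimated correlation), the antagonists 1.71e-04 (adjusted p = 0.0197 with an estimated correlation), the ligands 6.6e-05 (adjusted p = 0.0588 with an estimated correlation) and the receptors 0.0762 (adjusted p = 0.103 with an estimated correlation). In the E13.5 libraries, 9 of 12 genes of neural progenitors, which produce Wnt ligands, had a mean of at least 100, against 1 in adult control libraries.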

Interestingly, downstream Wnt target genes, including *Axin2*, *Lef1*, and *Vegfa* have downregulated in adult ECs, while the upstream Wnt pathway components like *Fzd4/6*, *Lrp5*, and *Ctnnb1* were upregulated (Figure 5A).

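The Wnt target genes Axin2, Lef1 and Vegfa were lower in adult than in E13.5 ECs, and the upstream genes Fzd4, Lrp5 and Ctnnb1 were higher. Axin2, a scaffold of the β-catenin destruction complex (chromosome 11 from 108920349 to 108950783 of mm10), had a normalized count of 302 ± 88.1 (SD, n = 3 libraries) at E13.5 and 0.657 ± 1.14 (n = 3) in adults (adjusted p = 3.52e-05 from limma). Lef1, a DNA-binding partner of β-catenin, had 154 ± 58.8 and 0.678 ± 1.17 (adjusted p = 3.06e-06), and Tcf7, a factor of the same family, had 998 ± 221 and 12.3 ± 5.40 (log2 fold change -6.29, adjusted p = 1.29e-07). Vegfa, the main angiogenic growth factor (chromosome 17 from 46016993 to 46032369), had 5101 ± 1802 at E13.5 and 488 ± 137 in adults, a log2 fold change of -3.35 (standard error 0.45, adjusted p = 8.51e-05). Fzd4, a receptor of Wnt and norrin (chromosome 7 from 89404355 to 89413134), had 5992 ± 1764 in adults and 627 ± 42.0 at E13.5 (log2 fold change 3.22, standard error 0.39, adjusted p = 3.93e-05). Lrp5, a Wnt co-receptor (chromosome 19 from 3584828 to 3686564), had 6383 ± 279 and 2422 ± 83.9 (1.40, standard error 0.19, adjusted p = 8.48e-05). Ctnnb1, which encodes β-catenin (chromosome 9 from 120929216 to 120960507), had 55397 ± 18254 and 19470 ± 420.4 (1.45, standard error 0.24, adjusted p = 3.39e-04). Fzd6 (chromosome 15 from 39006034 to 39038188) had 799 ± 674 in adults and 359.9 ± 32.6 at E13.5 and did not pass the test (0.84, standard error 0.65, adjusted p = 0.304); its adult level was 1578 in replicate 3 and 416 and 405 in replicates 1 and 2. The other Wnt genes higher in adults were Wls, which secretes Wnt ligands (1.86, adjusted p = 0.00148), and the receptor gene Fzd9 (2.59, adjusted p = 0.00289), both named after their values were seen. Neuronal markers had a median of 214 in the E13.5 libraries and 0.578 in the adult control libraries.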

**Figure 5.**
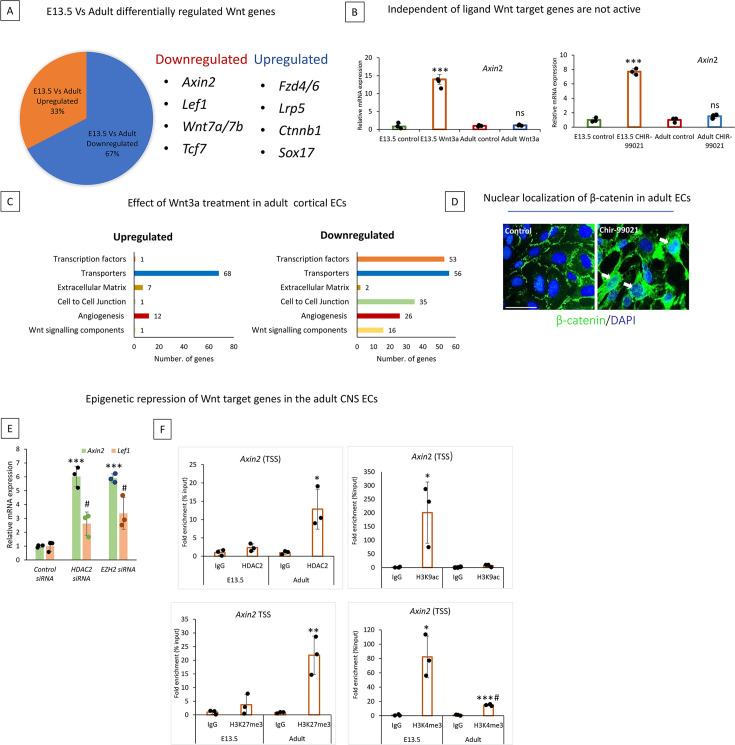
Upstream Wnt pathway is active in adult central nervous system (CNS) endothelial cells (ECs), but the Wnt target genes are epigenetically repressed. (**A**) Diagram depicting the percentage of Wnt-related genes downregulated and upregulated adult cortical primary ECs compared to E-13.5. Selected important Wnt-related genes are shown. (**B**) Ligand-independent transcriptional repression of Wnt target genes. In primary cortical ECs from E-13.5, activating the Wnt pathway with Wnt3a (200 ng/mL) or CHIR-99021 (5 uM) for 48 hr. caused increased mRNA expression of Wnt target genes *Axin2* and *Lef1* (measured via qRT-PCR). However, activation of the Wnt pathway in primary adult mouse brain ECs does not increase Wnt target gene expressions. *p<0.001 vs E-13.5 control, ns-no significant difference n=3/group. (**C**) mRNA sequencing was performed in control and Wnt3a (200 ng/mL) treated adult primary cortical ECs. Differentially expressed genes were categorized into six categories important to CNS endothelial cells. (**D**) Immunofluorescence staining of β-catenin (green) in control and Wnt agonist Chir-99021 treated endothelial cells. White arrows indicate the nuclear localization of β-catenin to the nucleus. 20 x images are acquired, cropped, and enlarged. Scale bar, 1 µm. (**E**) Adult primary cortical ECs transfected with control, *Hdac2* & *Ezh2* siRNA showed significant upregulation of Wnt target genes Axin2. ***p<0.001 vs control siRNA & *#*p<0.05 vs control siRNA. N=3/group (**F**) histone deacetylase 2 (HDAC2), histone marks H3K27me3, H3K4me3, and H3K9ac occupancy on the *Axin2* TSS regions in primary cortical ECs from E-13.5 and adult. ChIP followed by quantitative PCR (ChIP-qPCR) measured occupancy. N=3/group ***p<0.001, **p<0.01, *p<0.05 vs IgG & #p<0.05 vs H3K4me3 E-13.5.

**Figure 5—figure supplement 1.**
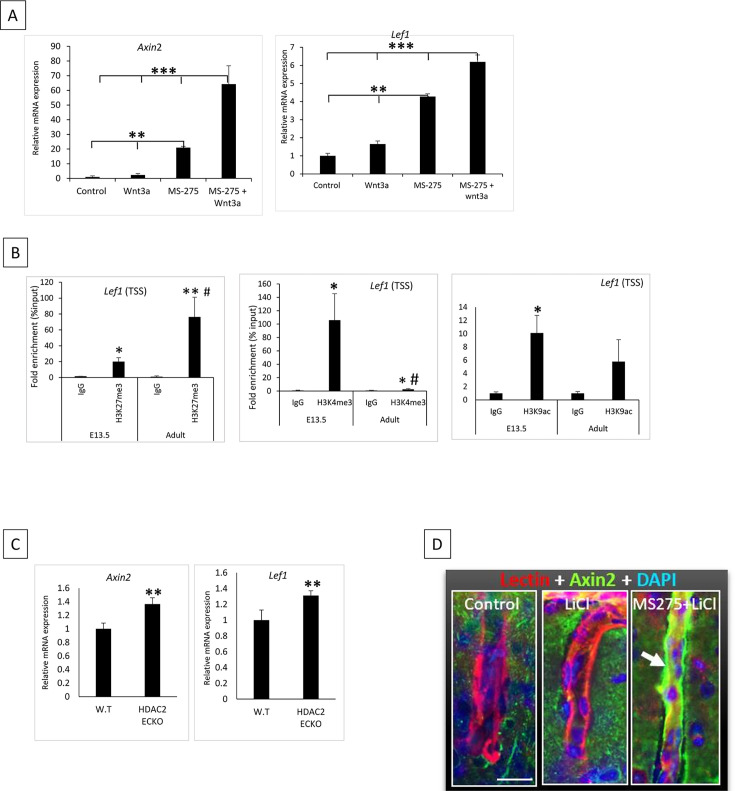
Wnt target genes are epignetically silenced in adult ECs. (**A**) Adult primary cortical endothelial cells (ECs) were treated with Wnt3a, MS-275, and MS-275 + Wnt3 a. mRNA expression of Wnt target genes *Axin2* and *Lef1* showed significantly increased expression with MS-275 treatment compared to control and Wnt3a. MS-275 + Wnt3 a treatment group showed significantly increased expression compared to other groups. ***p<0.001, **p<0.01, vs indicated conditions. N=3/condition. (**B**) ChIP followed by quantitative PCR (ChIP-qPCR) of H3K27me3, H3K4me3, and H3K9ac on *Lef1* TSS. N=3–4/group **p<0.01, *p<0.05 vs IgG & #p<0.05 vs respective E-13.5 histone mark. (**C**) *Axin2* and *Lef1* mRNA expression showed significantly increased expression in *Hdac2* ECKO compared to wild-type (WT) **p<0.01, vs WT N=3–5 group. (**D**) Immunohistochemistry showing the expression of Wnt target AXIN2 in the cortical vessels of control (DMSO + Saline), LiCl (80 mg/Kg) treated, and MS-275 (25 mg/Kg)+ LiCl treated mice. Vessels were stained with isolectin B4 (Red) and Axin2 is shown in a green channel and pointed with a white arrow. Scale bar, 10 µm.

Since Wnt-regulated BBB genes such as *Cldn1*, and *Zic3* expression was also minimum in adults, we hypothesize that the Wnt pathway is still active in adult CNS ECs. In contrast, Wnt target genes are epigenetically repressed. To test this, we activated the Wnt pathway in E13.5 and adult ECs using identical concentrations of Wnt3a ligand or GSK3B inhibitor CHIR99021. mRNA analysis revealed that Wnt target genes *Axin2* and *Lef1* can be significantly activated in E13.5 ECs when treated with Wnt3a or CHIR99021, while no significant activation was observed in adults (Figure 5B). Further validating this finding, transcriptome analysis on adult ECs after Wnt3a treatment showed only activation of one Wnt target gene *Cd44* (Figure 5C). 

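Adult cortical ECs were also sequenced after 48 h with Wnt3a, a ligand of the canonical Wnt pathway, in 2 libraries that were compared with the 3 adult control libraries. The paper gives the dose as 200 ng/ml, and the submitters' labels give it as 200 nM. The Wnt3a libraries held 21116014 and 22351988 reads on genes, with 14658 and 14088 genes read. They entered the same model as the other groups, so the spread within the other groups also sets the test. In simulated data of this size, limma recovered 11.9% of 2-fold and 66.7% of 4-fold changes. The adult libraries fell into 2 sets on the main axis of variation left within groups, which held 52.5% of it: adult control replicates 1 and 2, Wnt3a replicate 1 and MS-275 replicates 1 and 3 in the first, and adult control replicate 3, Wnt3a replicate 2 and MS-275 replicates 2 and 4 in the second. The methods mention normalizing across batch effects and do not say which libraries formed a batch. Adult control replicate 3 is the only control of the second set, so a Wnt3a comparison without it also carries the difference between the sets.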

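No Wnt target gene passed the test after Wnt3a, and the level of Cd44 differed between the 2 Wnt3a libraries. Cd44, a hyaluronan receptor and Wnt target (chromosome 2 from 102811141 to 102901665 of mm10), had a normalized count of 22977 in Wnt3a replicate 1 and 2637 in Wnt3a replicate 2, against 2810 ± 649.7 (SD, n = 3 libraries) in adult control ECs. Its log2 fold change was 1.5 (standard error 0.76, adjusted p = 0.607 from limma), and without Wnt3a replicate 2 it was 3.06 (adjusted p = 0.0393). Axin2 had 5.56 and 7.16 after Wnt3a (log2 fold change 2.35, adjusted p = 0.584), and Lef1 had no read after Wnt3a (adjusted p = 0.839). Of 23 Wnt target genes tested, 0 were higher and 0 lower in limma (0 and 0 adjusted over the list alone; adjusted p = 0.351 from camera, and adjusted p = 0.933 with an estimated correlation). Over all genes, limma called 0 higher and 0 lower, against 784 and 527 at an unadjusted p under 0.05, 0 and 0 with edgeR and 29 and 12 with DESeq2. In 2457 genes (15.9%) the 2 groups did not overlap, where chance gives 20%. Limma called 953 and 501 genes without adult control replicate 3, 122 and 115 without Wnt3a replicate 2, and 0 and 0 with the library set as a block; neither set holds more than 1 Wnt3a library. The paper takes the activation of this single target gene as further evidence that Wnt3a does not activate Wnt target genes in adult ECs, as in its RT-qPCR (Figure 5B).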

Intriguingly, the Wnt3a treatment downregulated 16 Wnt-related genes (Figure 5C). 

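Among 90 Wnt-related genes tested, none passed the test in either direction after Wnt3a. Ctnnb1, the gene of β-catenin, and Wnt7b, a ligand of brain angiogenesis, had the smallest p-values. Ctnnb1 had a normalized count of 20374 and 29749 in the 2 Wnt3a libraries, where 62278, 69209 and 34702 were read in the controls (log2 fold change -1.11, adjusted p = 0.525 from limma). Wnt7b had 0 and 0 against 12.1, 12.2 and 1.97. The count of lower genes was 0 in limma and with edgeR, 5 at an unadjusted p under 0.05, and 1 with DESeq2 (Ctnnb1, -1.14, adjusted p = 0.028). Adjusted over each list alone, 1 ligand was lower, and no receptor, antagonist or target gene was higher or lower. The 5 at an unadjusted p under 0.05 were Wnt7b, Ctnnb1, the receptor gene Fzd9, the transducer gene Dvl1 and the Dkk receptor gene Kremen1, and 4 were higher there, Lgr4, Draxin and the target genes Axin2 and Tcf7 (1.13), all named after their values were seen. Without adult control replicate 3 the same 5 genes were lower at an adjusted p of 0.00309 to 0.0371 in limma. Lgr4 and Draxin were higher there (0.049 each). That library is the only control of the second library set, so without it the difference between the sets enters the comparison. The 2 controls left lay far closer to each other than to it, so these p-values may be too small.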

Next using immunohistochemistry of β-catenin in adult control and CHIR 99021 treated ECs we demonstrated that Wnt pathway activation could translocate or stabilize the Wnt transducer β-catenin into the nucleus (Figure 5D). These results indicate that the upstream Wnt pathway is active in adult CNS ECs.

Next, we investigated whether Wnt target genes are epigenetically repressed. Wnt target genes *Axin2* and *Lef1* were significantly upregulated in adult CNS ECs when treated with *Hdac2* or *Ezh2* siRNA, MS-275, and in *Hdac2* ECKO mutants (Figure 5E, Figure 5—figure supplement 1A). Furthermore, the *Axin2* promoter in adults showed significantly increased occupancy of HDAC2, repressive histone mark H3K27me3 in adults while active histone marks H3K4me3 and H3K9ac were reduced considerably compared to E-13.5 as analyzed by ChIP-qPCR (Figure 5F). *Lef1* also showed a similar repressive histone modification (Figure 5—figure supplement 1B). Furthermore, this was confirmed in vivo, as *Axin2* and *Lef1* mRNA expression were significantly increased in the E17.5 *Hdac2* ECKO cortex (Figure 5—figure supplement 1B). Additionally, treatment with MS-275 and LiCl (a Wnt agonist) increased AXIN2 protein expression in adult cortical vessels, but this effect was not observed with LiCl treatment alone (Figure 5—figure supplement 1C). Thus, our data explain the mechanism behind the low Wnt pathway in adult CNS ECs.

### Low Wnt signaling epigenetically modifies the BBB genes to achieve BBB maturation

We investigated the relevance of the low Wnt pathway to BBB development. To this, we treated primary E13.5 cortical ECs with LF3 (inhibits the interaction of β-catenin and TCF4) for 48 hr. LF3 activity was confirmed by reduced mRNA expression of the Wnt target gene *Axin2* (Figure 6A). LF3 treatment induces adult/BBB maintenance-type gene expression patterns in E13.5 with a significant decrease in *Cldn1*, *Zic3*, and *Mfsd2a* expression and an increase in *Cldn5* and *Sox17* expression (Figure 6A). Another Wnt inhibitor IWR-1-endo also showed similar results (not shown), while β-catenin siRNA KD showed a similar gene expression pattern for *Axin2*, *Cldn1*, *Zic3*, and *Mfsd2a* and no difference in *Cldn5* (Figure 6—figure supplement 1A).

**Figure 6.**
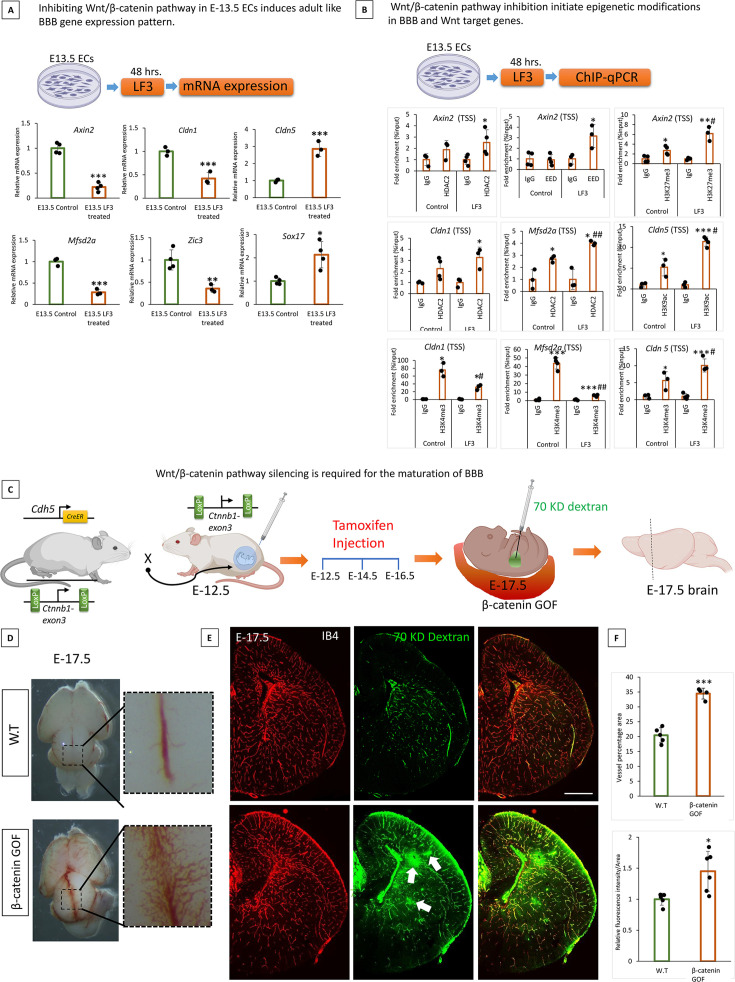
Low Wnt signaling epigenetically modifies the blood-brain barrier (BBB) genes to achieve BBB maturation. (**A**) Effect of Wnt pathway inhibition on BBB genes in E13.5 primary cortical endothelial cells (ECs). E-13.5 ECs were treated with LF3 (50 um) for 48 hr to inhibit the Wnt pathway. Significantly decreased mRNA expression of *Axin2* confirmed the reduced Wnt pathway. mRNA expression of *Cldn1*, *Mfsd2a,* and *Zic3* was significantly decreased *Cldn5* and *Sox17* expression was significantly increased after LF3 treatment. Data are shown as mean ± S.D. ***p<0.001, **p<0.01, *p<0.05 vs E13.5 control N=3/group. (**B**) Wnt pathway inhibition *via* LF3 induces epigenetic modifications in target gene *Axin2* and BBB genes *Cldn1*, *Mfsd2a*, and *Cldn5*. First row- *Axin2* showed significant enrichment of histone deacetylase 2 (HDAC2) and EED in LF3 treated E13.5 ECs compared to control (*p<0.05 vs IgG). Histone mark H3K27me3 showed significant enrichment in both conditions compared to IgG however, LF3-treated ECs showed significantly increased enrichment compared to the control. **p<0.01 vs IgG, #p<0.05 vs control N=3–4/group. Second row- LF3 treated E13.5 ECs showed significant enrichment of HDAC2 in *Cldn1* TSS (*p<0.05 vs IgG N=3–4/group). *Mfsd2a* showed significant enrichment in both conditions, while LF3 treatment showed a significantly increased enrichment compared to the control (*p<0.05 vs IgG & ##p<0.01 vs control N=3/group). *Cldn5* didn't show any significant difference in HDAC2 binding (not shown). At the same time, active histone marks H3K9ac showed significant enrichment in both conditions with an increased enrichment with LF3 treatment (***p<0.001, *p<0.05 vs IgG & #p<0.05 vs control N=3/group). Third row- H3K4me3 ChIP-qPCR on the TSS region of *Cldn1*, *Mfsd2a,* and *Cldn5* showed significant enrichment in both conditions with a decreased enrichment with LF3 treatment on *Cldn1* and *Mfsd2a* and an increased enrichment with LF3 treatment on *Cldn5*. ***p<0.001, *p<0.05 vs IgG & ##p<0.01, #p<0.05 vs control N=3–4/group. (**C**) Schematic representation of breeding scheme and generation of EC-specific gain of function (GOF) of β-catenin. Tamoxifen was delivered to the pregnant mother at E-12.5 and brains were harvested at E-17.5. (**D**) Representative Phase microscopy image of the dorsal brain from wild-type (WT) and β-catenin-GOF. Images in the square box were enlarged to show increased pial vessel angiogenesis. (**E**) BBB permeability assay using the 70KD FITC-Dextran tracer. Cortical vessels were stained using IB4.10X tile scanning images acquired and merged. FITC dextran was leaked out of the vessels in the brain of β-catenin GOF compared to WT 10 x images were acquired and merged using tile scanning. Scale bar, 500 µm (**F**) Quantification of brain vessels percentage area (***p<0.001 vs WT N=4–5/group) and green fluorescent intensity showed a significant increase in β-catenin GOF compared to WT ***p<0.001, *p<0.05 vs WT N=5–6/group.

**Figure 6—figure supplement 1.**
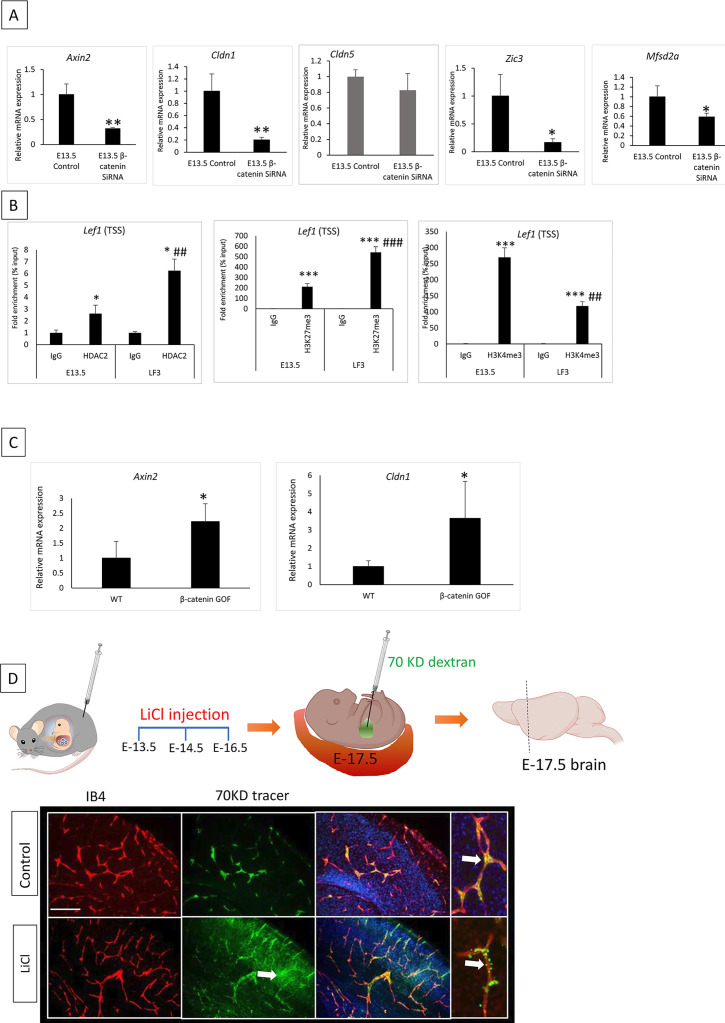
Low Wnt signaling epigenetically modifies BBB genes to achieve a non-permeable BBB. (**A**) E13.5 primary cortical endothelial cells (ECs) transfected with β-catenin siRNA showed a significant decrease in expression of *Axin2*, *Cldn1*, *Zic3,* and *Mfsd2a* with no significant difference in *Cldn5* compared to the control. **p<0.01, *p<0.05 vs control N=3/group. (**B**) Wnt target gene *Lef1* showed significantly increased enrichment of histone deacetylase 2 (HDAC2) in LF3 treated E13.5 ECS compared to control. *p<0.05 vs respective IgG and ##p<0.01 vs E13.5 control HDAC2 N=3–4/group. Repressive histone mark H3K7me3 showed significantly increased enrichment, and active histone mark H3K4me3 showed significantly decreased enrichment in LF3-treated E13.5 cortical E.C.s. *p<0.05 vs respective IgG and ###p<0.001, ##p<0.00 vs E13.5 control H3K27me3 or H3K4me3. (**C**) mRNA analysis of *Axin2 and Cldn1* in the whole brain of WT and β-catenin GOF. *p<0.05 vs WT N=3–4/group. (**D**) Pharmacological activation of Wnt pathway using LiCl (80 mg/Kg) in pregnant mice. LiCl was injected on days as shown, and the brain was harvested at E-17.5 after the tracer was injected. White arrows show that a 70KD FITC-dextran tracer leaked outside of the vessel in the LiCl-treated embryos, and the control showed a tracer inside the vessels. Vessels were stained with isolectin B4, and the nucleus was stained with DAPI. The scale bar is 100 µm.

To determine whether Wnt pathway inhibition induces epigenetic modifications on its target genes and BBB genes, we performed Chip-qPCR analysis of HDAC2, EED, and histone mark H3K27me3, H3K4me3, and H3K9ac on the promoter of Wnt target genes *Axin2*, and *Lef1*, BBB genes *Cldn1*, *Cldn5*, *Mfsd2a,* and *Zic3*. An increased HDAC2 occupancy was observed on *Axin2*, *Lef1*, *Cldn1*, and *Mfsd2a* promoters when E13.5 ECs were treated with LF3 (Figure 6B, Figure 6—figure supplement 1B). *Zic3* and *Cldn5* showed no significant difference (not shown). EED and histone mark H3K27me3 showed an increased enrichment on the *Axin2 while Lef1* showed increased enrichment for H3K27me3 in the promoter after LF3 treatment (Figure 6B, Figure 6—figure supplement 1B) with no difference in other genes analyzed (not shown). *Cldn1* and *Mfsd2a* showed a significant decrease in the enrichment of active histone mark H3K4me3 after treatment with LF3, whereas *Cldn5* showed a significant increase (Figure 6B). Another active histone mark H3K9ac showed significantly increased enrichment on *Cldn5* (Figure 6B) with no difference in the promoter of other genes analyzed (not shown).

We then investigate the significance of the physiological reduction of Wnt signaling on BBB maturation. For this, we use *Ctnnb1^lox^*^/*lox*^; *Cdh5^CreERT2^* mice, widely used to attain the inducible EC-specific β-catenin gain of function (GOF) (Figure 6C). Upon tamoxifen treatment exon 3 of *Ctnnb1* (encoding β-catenin) will be deleted, leading to the expression of a stabilized form of β-catenin protein and thereby constitutive activation of canonical Wnt signaling (Figure 6C). Tamoxifen was injected into the pregnant mother, as illustrated in Figure 6C. At E-17.5, β-catenin GOF embryos showed significantly increased pial and periventricular angiogenesis (Figure 6D–F) compared to WT BBB permeability assay using 70KD FITC dextran revealed immature BBB in β-catenin GOF (Figure 6E–F). Further confirming the activation of the Wnt pathway in β-catenin GOF, *Axin2,* and *Cldn1* mRNA expression were significantly increased compared to the control (Figure 6—figure supplement 1C). Confirming this result, the pharmacological activation of Wnt signaling by the Wnt agonist LiCl also showed a significant BBB leakage compared to the control (Figure 6—figure supplement 1D). Our data suggest that a low Wnt pathway supports BBB maturations by epigenetically modifying BBB genes.

### Embryonic deletion of EC HDAC2 and Class-I HDAC inhibitor treatment of adult CNS ECs activate gene expression related to angiogenesis, BBB formation, and the Wnt pathway

Since the E-17.5 *Hdac2* ECKO showed a significant increase in vessel density and BBB leakage, we hypothesize this is due to the inefficient epigenetic repression of angiogenesis and BBB formation genes during development. To investigate this, we utilized E-17.5 *Hdac2* ECKO and FACS-sorted CD31 + ECs for ultra-low mRNA sequencing (Figure 7A). Indicating the critical role of HDAC2 in regulating the EC gene expression 2257 genes show significant upregulation and 1723 genes showed downregulation with a p-value <0.05.

**Figure 7.**
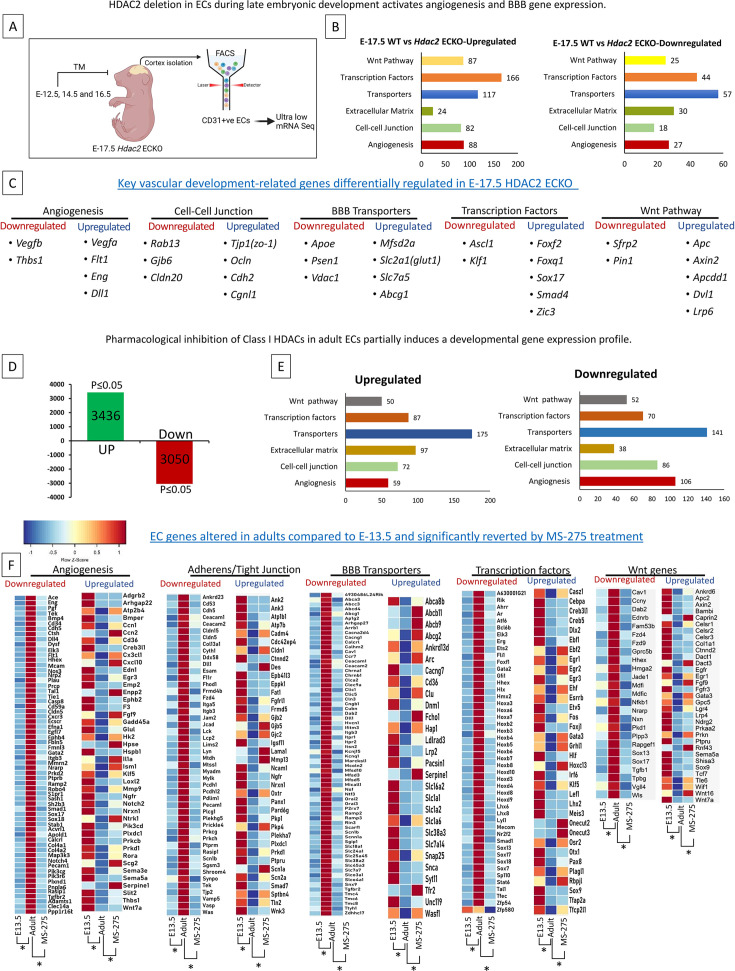
Histone deacetylase 2 (HDAC2) deletion or inhibition activates the angiogenesis, blood-brain barrier (BBB), and Wnt pathway genes. (**A**) Tamoxifen was administered to pregnant mothers starting at E-12.5 on alternate days until E-16.5. The cortex was harvested at E-17.5, and CD31^+^ endothelial cells were isolated via fluorescence-activated cell sorting (FACS). The resulting cells were processed for ultra-low-input mRNA sequencing. (**B**) Six key EC-regulated pathways categorize downregulated and Upregulated genes. (**C**) Key differentially expressed genes in EC-regulated pathways. N=3 from three different mothers (*p<0.05). (**D**) In adult ECs, treatment with MS-275 induces partial reactivation of angiogenesis and BBB formation supporting gene cohorts. Diagram depicting the number of genes downregulated and upregulated in MS-275 treated adult cortical ECs compared to control. (**E**) Downregulated and upregulated genes were categorized with six important EC functions. (**F**) Heat map of expression values (Z score) for differentially expressed genes (*p adj <0.05) in E13.5, adult Control, and adult treated with MS-275. Five gene categories showing significant differences between E13.5 vs adult control and Adult Control vs Adult MS-275 treatment are presented. N=3 for E13.5 and adult control, N=4 for MS-275.

**Figure 7—figure supplement 1.**
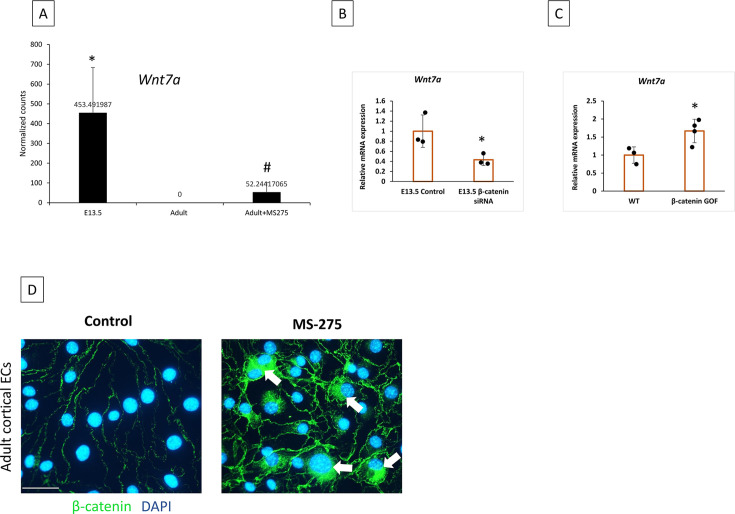
*Wnt7a* expression is suppressed in adult CNS ECs, but epigenetic activation is possible. (**A**) Normalized count for Wnt7a in endothelial cells (ECs) from E13.5, adults, and adults treated with MS-275. *p<0.05 vs Adult and ^#^p<0.05 vs adult. (**B**) E13.5 primary cortical ECs transfected with β-catenin siRNA showed a significant decrease in expression of Wnt7a compared to the control. *p<0.05 Vs control N=3/group. (**C**) β-catenin gain of function (GOF) in ECs significantly increased the mRNA level of *Wnt7a* in the whole brain analysis. *p<0.05 vs WT N=3–4/group. (**D**) β-catenin staining on primary adult cortical ECs treated with vehicle DMSO and MS-275(10 uM). MS-275 treatment showed nuclear localization of β-catenin into the nucleus as indicated by white arrows. 20 x images are acquired. Scale bar, 20 µm.

We then performed functional classification of these genes based on key endothelial functions such as angiogenesis, cell-cell junctions, extracellular matrix, transporters, DNA-binding transcription factors, and the Wnt signaling pathway. Except for extracellular matrix function, all other categories were characterized by significantly upregulated genes (Figure 7B). Key differentially regulated genes are shown in Figure 7C. Critical angiogenesis genes, including *Vegfa* and *Eng*; tight junction proteins, including *Tjp1* (ZO-1), and *Ocln*; BBB transporters such as *Mfsd2a* and *Slc2a1* (GLUT1); and BBB-related transcription factors such as *Zic3*, *Foxf2*, and *Sox17* were upregulated (Figure 7C). Further supporting the HDAC2-mediated developmental regulation of the Wnt pathway, in *Hdac2* ECKO, several Wnt target genes, including *Axin2* and *Apcdd1*, were activated in E-17.5 ECs after *HDAC2* deletion (Figure 7C). Key genes that are downregulated include *Apoe*, *Psen1,* and *Vegfb*. We didn't observe any difference in the expression of *Cldn5*. However, *Cldn1* shows significantly lower reads, warranting deeper sequencing.

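MS-275 (entinostat) is a benzamide inhibitor of class I HDACs, and adult cortical ECs were sequenced after 48 h at 10 µM in 4 libraries. The methods give 2 biological replicates for this treatment and the legend of Figure 7F gives 4. The mean of MS-275 replicates 1 and 2 is the Wnt7a value of Figure 7—figure supplement 1A, so results over those 2 are also given. The 4 libraries held 20804279 to 33149580 reads on genes (median 27892420.5) and 15614 to 16720 genes with a read. They were compared with the 3 libraries of adult control ECs in the model described above for the other groups, and log2 fold changes are MS-275 minus control. Among the reads, Fth1, the ferritin heavy chain gene, was the top gene with 1.17% to 3.06%. With changes of known size simulated in few genes, limma recovered 22.4% of 2-fold and 83.3% of 4-fold changes here. These shares may be too low for the real data, where many more genes changed and the adjusted threshold is less strict.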

To identify the potential of inhibiting HDAC2 in activating BBB and angiogenesis-related genes in adult ECs, and to obtain a detailed picture of CNS EC genes regulated by MS-275, a class-I HDAC inhibitor, we performed mRNA-seq analysis of MS-275-treated primary adult cortical ECs in culture and compared with the control. Compared to the control, MS-275 treatment upregulated 3436 genes and downregulated 3050 genes in adult cortical ECs (Figure 7D). 

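The genes that MS-275 raised most were ones that adult ECs barely express, and endothelial genes were among those it lowered. Of 4677 genes raised, 1343 had a normalized count under 10 in every control library. Cadm4, a cell adhesion gene, had a normalized count of 3173 ± 1473 (SD, n = 4 libraries) with MS-275 and 2.97 ± 3.58 (n = 3) in control, and Lamb3, a laminin chain of epithelia, had 876 ± 329.6 and 0.329 ± 0.569. Icam2, an adhesion molecule of ECs, fell from 5609 ± 1119 to 45.0 ± 52.6, a log2 fold change of -7.54 (adjusted p = 1.50e-05 from limma). Adamts5, a matrix protease, fell from 11764 ± 2685 to 84.6 ± 45.4 (-7.26, adjusted p = 1.35e-06). With MS-275 replicates 1 and 2 alone, 3295 genes were higher and 2639 lower than in control, and with all 4 libraries 4677 were higher and 3515 lower. With MS-275 replicates 3 and 4 alone, 3613 were higher and 2901 lower. Beside Cadm4, Lamb3 and Col6a1, the largest increases were in Vgf, a secreted neuropeptide precursor (3958 ± 1612, from 10.8 ± 8.04), Onecut2, a homeobox factor (689.7 ± 180.2, from 0.657 ± 1.14), Cd36, a fatty acid receptor (419 ± 95.1, from 0.329 ± 0.569), Des, which encodes desmin (413 ± 94.3, no control read), and Trpc5os (483 ± 316, no control read). The largest decreases beside Icam2 and Adamts5 were in Dipk2b (-9.11), Clca2 (-8.84), Ushbp1 (-8.51), the lipoprotein lipase carrier gene Gpihbp1 (-8.49), Chil5 (-7.50) and the gluconeogenic Fbp1 (-7.15). In 8220 genes (53.2%) the libraries of the groups did not overlap, where chance gives 5.714%. Within the first library set 5463 genes were higher and 4622 lower, and within the second, which has 1 control library, 5521 and 4542; with the set as a block 5083 and 4087. The sets were taken from the expression values themselves, so p-values within them are too small. The median log2 fold change of all genes was 0.19 and moved by -0.18 with quantile normalization.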

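MS-275 lowered endothelial genes as a group, and it moved transporter, matrix and Wnt genes in both directions. Emcn and Ptprb fell to 242 ± 71.5 and 346 ± 129 normalized counts (SD, n = 4 libraries), log2 fold changes of -6.58 and -5.83 (adjusted p = 6.52e-07 and 5.53e-07 from limma). Cgn, which encodes cingulin of tight junctions, rose from 12.1 ± 8.19 (n = 3) to 1075 ± 216 (6.57, adjusted p = 2.06e-05). Of 32 endothelial identity genes, 30 were lower and 1 higher (31 and 1 adjusted over the list alone), with Nos3 and Ecscr at -4.95 and -4.21 (adjusted p = 3.81e-15 from camera, and adjusted p = 0.165 with an estimated correlation). Of 34 endothelial and BBB transcription factors, 19 were lower and 3 higher (19 and 3 adjusted over the list alone), with Fli1 and Lyl1, factors of blood and vessel development, at -6.00 and -5.05 and Ets2 at -3.21 (4.55e-04, and adjusted p = 0.238 with an estimated correlation). Of 45 angiogenesis genes, 22 were lower and 9 higher (25 and 10 adjusted over the list alone; 0.00399, and adjusted p = 0.254 with an estimated correlation). The angiogenesis inhibitor gene Adamts1, Notch4 and S1pr1 were at -6.72, -5.93 and -5.08, and Thbs1, the angiogenesis inhibitor thrombospondin, at 4.48. Of 31 junction genes, 13 were lower and 7 higher (13 and 7 adjusted over the list alone), with Esam at -4.25 and Cdh5 at -4.14 (0.0969, and adjusted p = 0.254 with an estimated correlation). Of 30 BBB transporters, 9 were higher and 8 lower (9 and 8 adjusted over the list alone), with Slc38a3 at 69.8 ± 21.9 after MS-275, Slc7a7 at -4.81 and the zinc transporter gene Slc39a10 at -1.68 (median -0.16 and mean 0.21 over the list, lower in the test; 0.758, and adjusted p = 0.827 with an estimated correlation). Of 10 genes of caveolae and fenestrae, 8 were lower and 1 higher (8 and 1 adjusted over the list alone), with Plvap at -2.88, Cavin3 at -1.44 and Ehd2 at -1.42 (0.0109, and adjusted p = 0.374 with an estimated correlation). Of 49 matrix genes, 15 were higher and 12 lower (15 and 12 adjusted over the list alone), with Lama1, a laminin chain, at 5.49, Col6a2 at 95.8 ± 55.8 from no control read, and Sparc at -2.17 (0.925, and adjusted p = 0.955 with an estimated correlation). 
Of 47 Wnt genes that passed, 32 were higher and 15 lower. The target genes gave 12 higher and 2 lower of 23 (13 and 2 adjusted over the list alone), with Dact1 at 5.63 and Wif1 and Rnf43 at 79.2 ± 20.8 and 38.0 ± 23.8 from no control read (adjusted p = 0.00923 from camera, and adjusted p = 0.165 with an estimated correlation). The antagonists gave 8 higher and none lower of 19 (8 and none adjusted over the list alone), with Apcdd1 at 2.28 and Shisa3 at 1.80 (0.17, and adjusted p = 0.369 with an estimated correlation). The ligands gave 8 higher and 2 lower of 19 (7 and 2 adjusted over the list alone), with Wnt8b at 21.2 ± 11.3 from no control read, Wnt5a at -2.01, and Wnt16 at 14.6 ± 15.3, which quantile normalization did not call (adjusted p = 0.0797; 0.315 for the list, and adjusted p = 0.655 with an estimated correlation). The receptors and transducers gave 8 higher and 11 lower of 36 (8 and 12 adjusted over the list alone), with Lgr4 at 2.51, Reck at 1.96, Lrp6 at 1.27 and Bcl9l at -1.97 (median 0.00 and mean -0.19; 0.453, and adjusted p = 0.522 with an estimated correlation). Markers of other cell types also moved in the MS-275 libraries: 5 of 7 epithelial, 6 of 13 neuronal, 4 of 8 smooth muscle and 5 of 14 fibroblast and meningeal genes were higher.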

Differentially expressed genes were grouped into six relevant categories, and all the categories showed a significant no.of differentially regulated genes (Figure 7E). 

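Genes that differed between E13.5 and adult ECs moved after MS-275 more often toward than away from their E13.5 level. Of 5066 genes lower in adults, MS-275 raised 2185 (43.1%), where 1533 would be raised if the comparisons were independent. It lowered 440 of them (8.69%), against 1152 if independent. However, 2209 of the 5066 had a normalized count under 10 in every adult control library and could hardly be called lowered. The 440 is thus held down by this floor, which the expected counts ignore. Of 3008 genes higher in adults, MS-275 lowered 1378 (45.8%, against 684 if independent) and raised 481 (16.0%, against 910 if independent). Cldn1 rose to 167 ± 47.0 normalized counts (SD, n = 4 libraries; adjusted p = 2.18e-05 from limma), with 97.2 in MS-275 replicate 1 and 181.8 to 198.9 in the others. Tcf7 rose to 347 ± 73.7 (log2 fold change 4.77, adjusted p = 2.54e-06), Lef1 to 13.4 ± 6.29 (adjusted p = 6.61e-04, but 0.0773 with quantile normalization) and Axin2 to 108 ± 130 (adjusted p = 4.05e-04), with 298 in replicate 4 and 11.9 to 83.1 in the others. Col6a1 rose to 635 ± 211 and Abcg2 by a log2 fold change of 1.84 (adjusted p = 1.16e-04). Pecam1 fell to 3002 ± 1435 (-4.71, standard error 0.35, adjusted p = 2.87e-06), Cldn5 to 1575 ± 854 (-3.88, standard error 0.64, adjusted p = 4.56e-04) and Sox17 to 82.5 ± 37.2 (-5.03, adjusted p = 2.08e-05). Cav1 fell by -2.70 to 3425 ± 2214 (adjusted p = 9.44e-04) and Fzd4 to 1812 ± 404 (-1.71, adjusted p = 0.00255). Mfsd2a, at 10.4 ± 12.1, Foxf2, at 0.608 ± 1.22, and Vegfa, at 454 ± 174, did not pass the test (adjusted p = 0.689, 0.482 and 0.796). Together 3563 genes (44.1%) moved toward E13.5, and 35.1% with MS-275 replicates 1 and 2 alone and 60.0% in the first library set. These shares depend on how many genes were called for MS-275: 8192, 5934 and 10085. P-values within a set are too small, so the 60.0% does not show a stronger move. The E13.5 and MS-275 comparisons use the same 3 control libraries. Unchanged groups simulated against these controls gave a correlation of the fold changes across genes of 0.507 to 0.558, where 0.506 was measured. They gave the same sign in 67% to 69.1% of genes, where 63.8% was measured. Their covariance was 0.119 to 0.138, where 2.62 was measured. The simulated groups hold no real changes. Their correlation and share of the same sign are thus no baseline for groups with large changes, and no conclusion is drawn from these 2 measures. The covariance, taken up after all 3 were seen, argues against these controls as its whole source. Part of the excess over independent comparisons may come from these controls. In the MS-275 libraries the endothelial identity genes had a median of 503, and the neuronal markers of 11.7. At E13.5 these medians were 43.9 and 214, so any fall of endothelial genes counts here as a move toward E13.5. The 44.1% is thus a share of genes moved toward the E13.5 libraries, and not by itself toward embryonic ECs. The legend of Figure 7D states that the treatment partly reactivates gene cohorts of angiogenesis and BBB formation in adult ECs. 

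**Figure D2:**
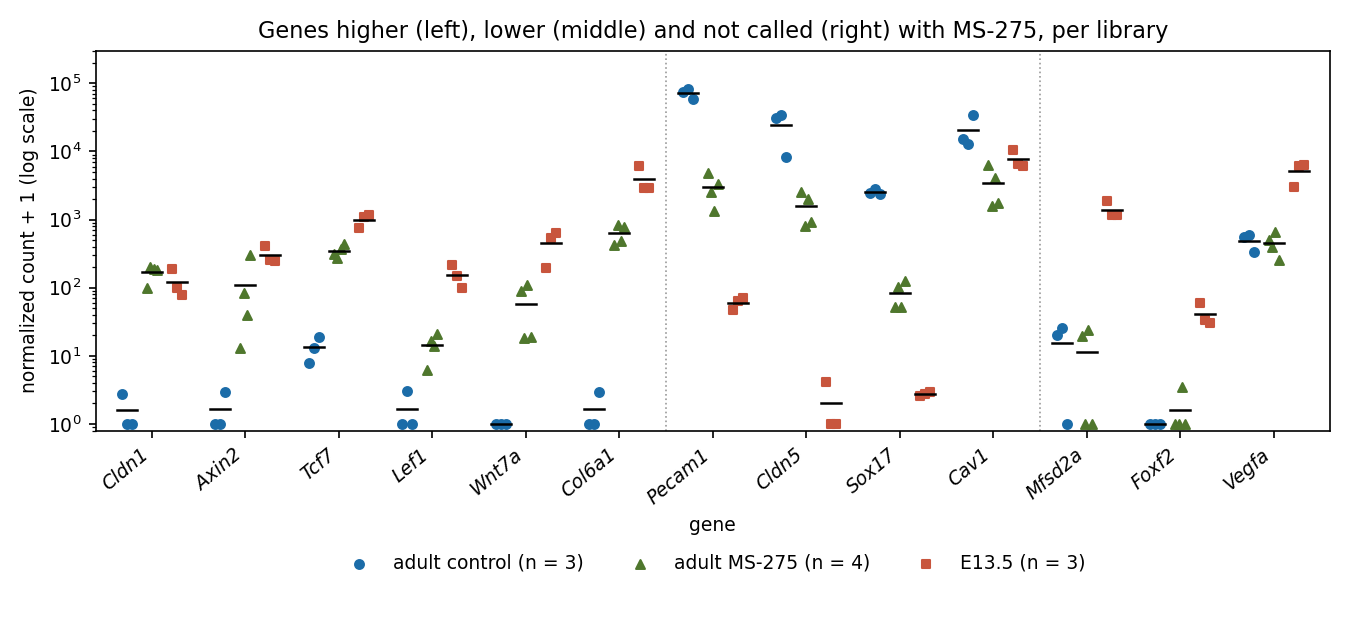
Normalized counts plus 1 on a log axis for genes that MS-275 raised, lowered or did not move past the test, in adult control (n = 3), adult MS-275 (n = 4) and E13.5 libraries (n = 3), with black bars for the group means. Cldn1 stands at 0.578, 167 and 121 in these groups, and Pecam1 at 71699, 3002 and 59.4.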

Figure 7F illustrates the potential of MS-275 in regaining the expression of BBB, angiogenesis, Wnt, and transcription factors that are differentially regulated during development (E-13.5 vs Adult).

### Pharmacologically induced epigenetic changes are reversible and partially translate to human vessels

We next assessed whether the gene expression changes acquired by adult ECs following MS-275 treatment were reversible. To this end, we treated adult ECs with MS-275 for 48 hr and collected ECs at 48 hr of treatment and 7 d after treatment. As previously shown, *Cldn1* was significantly upregulated, and *Cldn5* was downregulated considerably after 48 hr (Figure 8A). While the expression of *Cldn1* and *Cldn5* in adult ECs returned to normal in ECs collected 7 d after the treatment (Figure 8A).

**Figure 8.**
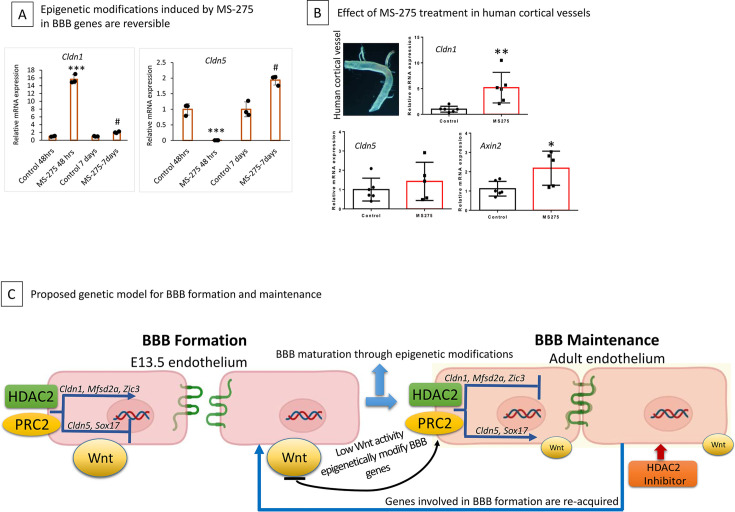
Epigenetic modification induced by MS-275 is temporary. (**A**) Adult primary cortical endothelial cells (ECs) treated with MS-275 for 48 hr showed significant activation of *Cldn1* and downregulation of *Cldn5*. mRNA analysis on ECs after 7 d of withdrawing MS-275 showed a significant reversal of expression back to normal. *p<0.001 compared to control 48 hrs. # p<0.001 compared to MS-275 48 hr (**B**) Effect of class-I histone deacetylase (HDAC) inhibition on adult human cerebral arteries. Representative phase contrast image of human temporal lobe vessels in culture collected from epilepsy patients undergoing surgery. MS-275 treated human vessels showed significantly increased mRNA expression of *Cldn1* and *Axin2* compared to control. **p<0.01 and *p<0.05 N=5/group. No significant difference was observed in *Cldn5* expression. (**C**) Schematic diagram illustrating the mechanisms underlying blood-brain barrier (BBB) formation and maintenance led by epigenetic regulators histone deacetylase 2 (HDAC2) and polycomb repressive complex 2 (PRC2). HDAC2 and PRC2 epigenetically repress EC gene cohorts that support BBB formation during development. Active Wnt signaling supports the expression of gene cohorts required for BBB formation. In contrast, a reduction in Wnt signaling recruits HDAC2 to these gene cohorts to support the formation of a functional or intact BBB. Inhibiting HDAC2 in adult ECs induces the reacquisition of gene cohorts that support BBB formation, thus representing a potential therapeutic opportunity to repair a damaged BBB.

Finally, we examined if human vessels show similar reactivation when treated with MS-275. To this end, the human brain vessels collected from epilepsy surgery irrespective of age and gender. We tested three genes with MS-275 treatment: *Cldn1*, *Cldn5*, and *Axin2*. We found that MS-275 treatment significantly activates the expression of *Cldn1* and *Axin2* compared to the control, with no difference in *Cldn5* expression (Figure 8B).

The graphical summary of the proposed model for epigenetically controlled BBB formation and maintenance is illustrated in Figure 8C.

## Discussion

The mechanisms that create and maintain the BBB are vitally important but poorly understood. We identified EC gene cohorts that differentially support BBB formation and maintenance, described the genetic and signaling mechanisms that establish the BBB, and presented an attractive strategy to activate gene cohorts involved in BBB formation that may promote BBB repair.

*Mfsd2a* is required for BBB formation (Ben-Zvi et al., 2014), and the transcription factors *Zic3* and *Foxf2* can induce BBB markers even in peripheral ECs (Hupe et al., 2017). 

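Mfsd2a, Foxf2 and Cldn1 were higher in each of the 3 E13.5 libraries than in any of the 3 adult control libraries. The normalized counts of Mfsd2a, the lipid transporter, were 1857, 1151 and 1149 at E13.5, and 19.1, 24.4 and 0 in adults. Foxf2, the forkhead factor, had 58.8, 32.1 and 29.6 at E13.5. Cldn1, the claudin, had 188, 98.8 and 76.3 at E13.5 and at most 1.73 in adults. In E13.5 libraries the markers of pericytes had a median of 157 and those of smooth muscle of 343, against 0.473 and 2.57 in adult control libraries.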

Our transcriptomic analysis revealed that *Cldn1, Mfsd2a*, *Zic3*, and *Foxf2* were significantly expressed in E13.5 compared to adults, suggesting their requirement during BBB formation. Increased levels of *Cldn5*, *Pecam*, *Abcg1*, and *Sox17* in adult CNS ECs point to its significance in BBB maintenance. 

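Abcg1, a cholesterol efflux transporter (chromosome 17 from 31057675 to 31117988 of mm10), was higher in adult than in E13.5 ECs, as were Cldn5, Pecam1 and Sox17. Abcg1 had a normalized count of 2238 ± 574 (SD, n = 3 libraries) in adult control ECs and 32.1 ± 4.97 (n = 3) at E13.5, a log2 fold change of 6.06 (standard error 0.30, adjusted p = 3.83e-08 from limma). Pecam1 had 74703, 81545 and 58849 in the adult libraries, and Sox17, the transcription factor, had 2471, 2782 and 2343. Cldn5, the claudin, had 31200, 33861 and 8340, with replicate 3 far below the others and still above the 3.18, 0 and 0 of the E13.5 libraries. At E13.5 the markers of fibroblasts and meninges had a median of 305, and Abcg1, Cldn5, Pecam1 and Sox17 lay below it. From the levels at the 2 stages, the paper proposes that the genes higher at E13.5 are required for BBB formation and states that the genes higher in adults point to BBB maintenance.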

The results of our study partially agree with those of prior gene expression studies (S.Figure 1C), but provide new concepts regarding downstream epigenetic mechanisms governing BBB gene expression. Although a high purity level is achieved in primary EC culture, we cannot exclude the possibility that transcripts from other cell populations may be identified. Even though we used similar culture conditions for both embryonic and adult cortical ECs, culture-induced changes have been reported previously (Sabbagh and Nathans, 2020) and should be considered as a varying factor when interpreting our results.

It is not known how BBB gene transcription is regulated. In CNS ECs, HDAC2 and PRC2 directly regulate the transcription of important BBB genes, including *Cldn1*, *Cldn5*, *Mfsd2a*, and *Zic3*. While HDAC2 and PRC2 commonly occupy repressed genes, we detected them in both active and repressive states at BBB genes. This result is consistent with the established dual transcriptional role of these epigenetic regulators (Ferrari et al., 2014; Greer et al., 2015; Jahan et al., 2018; Kaneko et al., 2013; Somanath et al., 2017; Wang et al., 2017; Wang et al., 2009; Zupkovitz et al., 2006). Furthermore, we present evidence that HDAC2 is required to form a functional BBB and induce anti-angiogenic signals. Even though the loss of vascular integrity and lethality at E-13.5 was reported in non-inducible conditional *Ezh2* KO using *Tie2* Cre-mouse (Delgado-Olguín et al., 2014), loss of *Ezh2* from E-13.5 did not significantly affect BBB permeability. These results indicate that, during the differentiation phase, HDAC2 initiates the transcriptional control, and PRC2 functions in a supporting mechanism. However, the KD of these regulators from adult CNS ECs induces a similar gene expression pattern, indicating the possibility that PRC2 facilitates the epigenetic modification during later BBB development and maintenance.

Since we did not detect H3K9me3, the repression of genes involved in BBB formation is mainly mediated through H3K27me3. On varying abundance, repressive histone mark H3K27me3 and active histone mark H3K4me3 were detected in our selected BBB genes, suggesting that repressive and activating histone methylation marks modify the promoter. Bivalent histone states can correlate with genes transcribed at low levels, suggesting these genes are poised for activation. In addition, we detected H3K9ac at the active and repressed BBB genes. Bivalent promoters can harbor H3K9ac. Thus, among the five BBB genes analyzed, each gene exhibits a different epigenetic signature, defined by histone acetylation and methylation. These results systematically demonstrate the complexity of epigenetic regulation in BBB genes and the evidence of unique epigenetic signatures. The data presented here does not entirely represent all the histone modifications on BBB genes, as other essential histone modifications, such as H3K27ac and H3K14ac, have not been examined.

The mechanism that confers low Wnt signaling in adult CNS ECs is unknown. Our results demonstrate that Wnt pathway components are still active in adult CNS ECs, yet the Wnt target genes are epigenetically inactive. Thus, in the adult CNS ECs, Wnt pathway activation permits stabilized β-catenin to enter the nucleus. Whether this nuclear β-catenin binds to Wnt target genes is unknown. Nevertheless, we demonstrated that HDAC2 and PRC2 repress Wnt target genes. Other studies have revealed that the basal or minimal Wnt pathway maintains adult BBB integrity, but its activation also prevents stroke-induced BBB damage. This also suggests the possibility of switching Wnt-regulated genes during development. Our transcriptomic analysis revealed the Wnt-regulated adult CNS EC genes associated with BBB.

It is unknown how Wnt regulates BBB genes. We demonstrated that inhibiting the active Wnt pathway at E13.5 can induce the BBB gene expression pattern associated with BBB maintenance. We demonstrate that the low Wnt pathway in E13.5 causes epigenetic modifications on BBB genes mediated by HDAC2. However, the link between Wnt and epigenetic mechanisms is unclear. Since inhibiting β-catenin induces the aforementioned results, it is likely that these effects are mediated through β-catenin. In support of this model, β-catenin GOF during BBB development prevents the maturation of BBB and inhibits the differentiation of angiogenic vessels, resulting in increased brain vascularization. Similar morphological characteristics between *Hdac2* ECKO and β-catenin GOF indicate its close association.

Wnt signaling in CNS ECs is believed to require Wnt7a and Wnt7b produced by neural progenitors (Cho et al., 2017; Eubelen et al., 2018; Kuhnert et al., 2010; Vallon et al., 2018). Our transcriptomic data revealed significant expression of Wnt7a in E13.5 ECs with null expression in adults. 

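Wnt7a was read in E13.5 ECs and in none of the 3 adult control libraries. Wnt7a, a ligand of brain angiogenesis (chromosome 6 from 91363981 to 91411363 of mm10), had a normalized count of 453 ± 230.2 (SD, n = 3 libraries) at E13.5 (adjusted p = 6.72e-05 from limma), with 193, 538 and 629.8 in the libraries. Wnt7b, the related ligand (chromosome 15 from 85535437 to 85582473), had 1455 ± 449 at E13.5 and 8.77 ± 5.89 in adults, a log2 fold change of -7.45 (adjusted p = 1.82e-06). In the same E13.5 libraries Slc1a3 and Emx2, markers of the neural progenitors that produce both ligands, had 6377 ± 979 and 495 ± 74.1, with no adult read.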

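MS-275 raised Wnt7a in adult ECs from no read to a low level. In MS-275 replicates 1 and 2, Wnt7a had a mean normalized count of 52.2 ± 49.2 (SD, n = 2 libraries), which matches Figure 7—figure supplement 1A, and over all 4 libraries it had 57.5 ± 46.9 (n = 4). MS-275 replicates 1 and 2 had 87.0 and 17.5, and replicates 3 and 4, which do not enter that mean, had 108 and 17.7; the paper does not say which libraries the figure shows. Every MS-275 library lay above the 3 control libraries. The difference passed the test over all 4 (adjusted p = 0.00144 from limma), over replicates 1 and 2 (0.012) and over replicates 3 and 4 (0.0101). Over all genes, replicate 3 lay close to replicate 1 and replicate 4 to replicate 2. Their chi-square per gene was 29.3 and 6.97, against 154 to 218.3 for the other MS-275 pairs. The tests on replicates 1 and 2 and on 3 and 4 also share the 3 control libraries, so they are not independent checks. Wnt7a also had 30.6 in 1 of the 2 Wnt3a libraries and 0 in the other. In the MS-275 libraries, markers of neural progenitors had a median of 1.18.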

Interestingly, adult CNS ECs showed considerable activation of Wnt7a mRNA with MS-275 treatment (Figure 7—figure supplement 1A). Moreover, β-catenin KD and GOF affect the expression of Wnt7a, and β -catenin staining after MS-275 treatment showed localization of β-catenin to the nucleus (Figure 7—figure supplement 1B-D). These data indicate a possible innate mechanism of ECs to regulate the Wnt pathway.

A natural consequence of targeting epigenetic regulators or the Wnt pathway is that these mechanisms regulate numerous genes. Our mRNA sequencing results on embryonic and adult ECs revealed that HDAC2 inhibition or deletion could regulate EC genes associated with critical functions, including angiogenesis, barrier genesis, and Wnt signaling. Our *Hdac2* ECKO phenotypic and transcriptomic data (Figures 4A–C–7) reveal that the absence of HDAC2 impairs vascular and BBB maturation through the antirepression of BBB, angiogenesis, and Wnt target genes (Figure 7A). The resulting increase in angiogenesis and BBB permeability in *Hdac2* ECKO embryos supports our hypothesis that HDAC2-mediated epigenetic repression is essential for proper BBB and vascular development. However, our embryonic data showed no difference in *Cldn1* and *Cldn5* with *Hdac2* deletion, which differs from the adult ECs data. This discrepancy can be attributed to developmental stage, culture-induced changes in adult ECs, pan class-I HDAC inhibitor use, heterogeneous EC population, and sequencing depth.

Epidrugs are attractive therapeutics since epigenetic changes are reversible, with the potential to reestablish function after treatment. Our results support this, as the expression of *Cldn1* and *Cldn5* returns to normal after 7 d of treatment. Furthermore, our results illustrate the potential of MS-275 to reinstate the developmental characteristics in mice and partially in human adult CNS ECs.

## Methods

### Animals

Wild-type C57BL/6 J was used for embryonic and adult EC expression profiles. C57BL6/J was also used for time point analysis. *Hdac2^lox/lox^*(Strain #:022625) and *EZH2^lox/lox^*(Strain #:022616) mice were purchased from Jackson laboratories. Tamoxifen-inducible driver *Cdh5^CreERT2^* (Ralf Adams) was transferred to the PI facility from UT Southwestern. *Ctnnb1^lox/lox^* (Maketo M Taketo) was transferred from the Vanderbilt School of Medicine. Timed pregnant mice were obtained following overnight mating (the day of vaginal plug was defined as embryonic day 0.5).

### Generation of mutants

For EC-specific embryonic deletion of *Hdac2* and *Ezh*2, or β-catenin constitutive activation, male *Hdac2^lox/lox^:Cdh5^CreERT2^*, *Ezh2^lox/lox^:Cdh5^CreERT2^* and *Ctnnb1^lox/lox^:Cdh5^CreERT2^* mice were crossed to respective *^lox/lox^* females. Pregnant female mice were treated with three doses of Tamoxifen (2 mg/10 g body weight, # T5648 Millipore Sigma USA.) in corn oil through IP injection on alternate days starting E-12.5. Embryonic brains are then harvested on E-17.5 and genotyped to determine the W.T and mutants. Embryos without Cre were selected as W.T., while *Hdac2^lox/lox^:Cdh5^CreERT2^*, *Ezh2^lox/lox^:Cdh5^CreERT2^* and *Ctnnb1^lox/lox^:Cdh5^CreERT2^* embryos were identified as mutants. Animal experiments were in full compliance with the NIH guide for the care and use of laboratory animals and were approved by the UTHealth Houston Animal Welfare Committee.

### Primary brain cortical endothelial cell isolation

Embryonic or adult (male 2–3- month-old) brains were dissected under a stereo microscope and the cortex was removed. Pial membranes were peeled out of embryonic brains. For the adult brain meninges were removed by rolling the brain in filter paper. The remaining cortex without pial membrane/meninges was pooled. Isolation and culture of EC were performed according to the published methodology (Kumar T and Kumar T and Vasudevan, 2014; Navone et al., 2013). ECs were plated into type-1 collagen-coated dishes, and EC culture media from corning (#355054) was used to expand the culture. The purity of endothelial cell cultures was established with endothelial cell markers such as CD31 and isolectin B4 and determined to be more than 90%. ECs are maintained in culture for a maximum of 4 wk, and the second passage was used for the experiments.

### Drug treatments and siRNA knockdown

Adult primary cortical ECs were treated with PAN HDAC inhibitor Trichostatin A (200 nm, Selleck USA: S1045,), Class-I HDAC inhibitor MS-275 (10 µm, Selleck USA: S1053), Class-II HDAC inhibitor MC-1568(10 µm, Selleck USA:S1484), DZNeP (1 µm, Selleck USA: S7120), and Wnt3a (200 ng/ml Peprotech:315–20,) for 48 hr. E-13.5 primary ECs were treated with LF3 (50 µm, Selleck USA:S8474) for 48 hr. esiRNA specific for HDAC2, EZH2, and β-catenin were purchased from Sigma. siRNA knockdown was performed using the Lipofectamine 2000 protocol and 700 ug of siRNA was used for each transfection. Cells were washed with PBS and collected using TRIZOL for RNA extraction.

### Purification of CD31+ve ECs from E17.5 WT and *Hdac2* ECKO brain

The Crouch and Doetsch, 2018 protocol, with modifications, was used for isolating endothelial cells from the E 17.5mouse brain cortex. Briefly, mice brains were collected into a Petri dish filled with cold 1×PBS on ice. After removing pial vessels, the cortex was isolated into HBSS/BSA/glucose solution containing DNase 1 on ice, and the individual cell suspension was obtained by trituration. Cell suspension was incubated with antibodies for 20 min on ice without agitation [CD31-APC (1:50, BD:551262), CD41-PE (1:200, BD: 558040) and CD45-PE (1:200, BD: 553081)]. Excess unbound antibodies were removed by adding extra HBSS/BSA/glucose buffer and centrifuging at 300g at 4°C for 5min. Cells were suspended in a DAPI working solution, and filtered using a 40µm cell strainer and taken for FACS sorting. During sorting, unstained controls and single-color controls were used to set the FACS parameter. Forward-scatter-A (FSC-A) and the Side-scatter-A (SSC-A) channels were used to exclude debris and gated the population that is DAPI-negative to exclude dead cells. CD45+ andCD41+ cells were excluded and CD31+ endothelial cells (CD31+ CD41−CD45−) were collected for sequencing.

### RNA-sequencing

Total RNA was isolated from E13.5, adult primary cortical ECs, and MS275-treated (10 μm) adult primary cortical ECs using Direct-zol RNA MiniPrep (Zymo research R2052). RNA samples were submitted to the Cancer Genomics Center at The University of Texas Health Science Center at Houston (CPRIT RP180734). Total RNA was quality-checked using Agilent RNA 6000 Pico kit (#5067–1513) by Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, USA). RNA with an integrity number greater than 7 was used for library preparation. Libraries were prepared with KAPA mRNA HyperPrep (KK8581, Roche) and KAPA UDI Adapter Kit 15 μM (KK8727, Roche) following the manufacturer’s instructions. The quality of the final libraries was examined using Agilent High Sensitive DNA Kit (#5067–4626) by Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, USA), and the library concentrations were determined by qPCR using Collibri Library Quantification kit (#A38524500, Thermo Fisher Scientific). The libraries were pooled evenly and went for the paired-end 75-cycle sequencing on an Illumina NextSeq 550 System (Illumina, Inc, USA) using High Output Kit v2.5 (#20024907, Illumina, Inc, USA). Reads were first quality-checked by FastQC. After the QC process, the reads were aligned to the mm10 version assembly of the mouse reference genome using the STAR aligner (Dobin et al., 2013). The gene-level expression was quantified by counting mapped reads on each protein-coding gene annotated by the GENCODE Project’s (Harrow et al., 2012) M23 release for mm10 genome assembly using in-house scripts. Differentially expressed genes (DEG) were identified using DESeq2 (Love et al., 2014). ECs from a single litter were pooled and considered biological replicate. Three biological replicates were used for conditions E-13.5, adult, and two replicates for MS-275 groups. In DEG analysis, all samples were input to DESeq with the experimental design matrix to normalize across batch effects. The scored DEG list was filtered by selecting genes with adjusted p-values smaller than 0.05 and log fold-change greater than 0.2.

### Ultra-low mRNA sequencing

The sorted cells were frozen on dry ice as soon as the sorting is done and sent to The University of Texas Health Science Center at Houston (CPRIT RP180734). Libraries were prepared with SMART-Seq V4 PLUS Kit (R400752, Takara Bio, Japan) following the manufacturer’s instructions. The quality of the final libraries was examined using Agilent High Sensitive DNA Kit (#5067–4626) by Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, USA) and the library concentrations were determined by qPCR using Collibri Library Quantification kit (#A38524500, Thermo Fisher Scientific). The libraries were pooled evenly and went for the paired-end 150-cycle sequencing on an Illumina NovaSeq X plus System (Illumina, Inc, USA). FastQ files were analyzed using RNA Detector (La Ferlita et al., 2021), with alignment performed via HISAT, followed by differential expression analysis using DESeq.

### Real-time PCR analysis

Total RNA was extracted from cells or brain samples using the Trizol reagent (Invitrogen). RNA was reverse transcribed using High capacity cDNA reverse transcription kit (Applied biosystem) for RT–qPCR according to the manufacturer′s instructions. RT–qPCR was carried out on an ABI Quantdstudio 3 Real-Time PCR System using the SYBR Green method (Gendepot). RNA expression was calculated using the comparative Ct method 2−(∆∆Ct) normalized to *Gapdh*. Primer sequences will be available upon request. All experiments were carried out in technical duplicates and independently performed at least three times.

### Quantification of vessel percentage area and BBB leakage in the brain of embryonic pups

The method is based on the protocol published early (Ben-Zvi et al., 2014). To assess the BBB leakage in embryos (E-17.5), the pregnant mouse was anesthetized under isoflurane (as per the protocol). The abdominal wall was opened up to expose the embryos that were injected with lysine-fixable FITC-labeled dextran (70 KDa) into the liver using a Hamilton syringe while still attached to the mother’s blood circulation. After 3–5 min of circulation, embryonic heads were dissected out and fixed by immersing in 4% PFA overnight at 4 °C. Brains were dissected out and mold was prepared using agarose and sectioned into 35 µm thick free-floating coronal slices using a semiautomatic vibratome (LEICA VT 1000 S, Leica Biosystems, Deer Park, IL, USA). Sections were co-stained with isolectin B4 to visualize blood vessels. All embryos from each litter were injected blind before genotyping. Sections were mounted using a DAPI Fluoromount-G mounting medium and imaged using a fluorescent microscope (Leica Thunder imager). Matching sections were taken from W.T and mutant brains, examined for BBB leakage, and the extravasation of FITC-dextran into the brain parenchyma was quantified using Image J software. For calculating the percentage of the area occupied by vessels in W.T and mutant brains, matching sections were selected and uploaded to AngioTool software (Zudaire et al., 2011) to calculate the vessel percentage area (%vessel detected/total area of the microscopic image) from each brain section stained.

### CHIP-qPCR

Quantitative chromatin immunoprecipitation (ChIP) analyses were performed and validated as described previously (Im et al., 2004). Primers were designed to amplify approximately 100–200 bp around the indicated region (–500, TSS, +500). The PCR primer sequences will be available upon request. The following ChIP-validated antibodies were used in the study: HDAC2 (Invitrogen: 51–5100), EED (Millipore Sigma: 17–10034), H3K27me3 (Millipore Sigma: 17–622), H3K9me3, H3K9ac (Millipore Sigma: 17–625), and H3K4me3 (Millipore Sigma: 17–614). Relative to the input DNA the enrichment of respective epigenetic markers were quantified. To compare DNA from two different conditions, fold enrichment was calculated by further normalization of the enrichment against the IgG.

### Immunohistochemistry

For Axin2 immunohistochemistry, tissues were fixed with 4% paraformaldehyde (PFA) at 4 °C overnight. For β-catenin immunofluorescence, cells after treatment were fixed in 4% PFA for 10 min. Tissue sections or cells were blocked with 3% bovine serum albumin, permeabilized with 0.5% Triton X-100, and stained with the following primary antibodies: Axin2 (1:500, ProSci: 6163), isolectin B4 (1:200, Vector Laboratories, USA:DL-1207), β-catenin (1:500, Cell Signaling Technology USA:8480), followed by 488 Alexa Fluor-conjugated secondary antibodies (1:300– 1:1000, Invitrogen, USA:). Slides were mounted in Fluoromount G with DAPI (SouthernBiotech) and visualized under a Leica thunder fluorescence microscope.

### Human sample collection

Human cortical brain vessel samples were collected after epilepsy patients underwent temporal lobectomy. A protocol approved by the Committee for the Protection of Human Subjects was used to collect samples. Vessels are transported in an endothelial cell growth medium. The vessels were then flushed with sterile PBS to remove any blood cells and washed twice in PBS. Vessel specimens were then cut in half and seeded into the 12-well plate with a thin layer of matrigel coating. Vessels are then treated with vehicle DMSO and MS-275 for 5 d. After the treatment, vessels were washed and collected in Trizol followed by homogenization and RNA isolation.

### Statistical analysis

Statistical analysis was performed using the Sigma stat software package. All statistical tests use biological replicates and are indicated by group size (n) in figure legends. Results were expressed as mean ± SD. (standard deviation). Significance (p<0.05) between two groups was calculated using an unpaired Student’s t-test (two-tailed) or paired Student’s t-test for two groups of values representing paired observations. One-way ANOVA assessed the statistical significance of multiple-group comparisons along with *post hoc* Bonferroni’s or Tukey’s multiple comparison tests. Bonferroni’s Multiple Comparison Test was used for groups with different experimental numbers, while Tukey’s Multiple Comparison Test was used for groups with the same experimental numbers.

## Data Availability

Sequencing data have been deposited in GEO under accession codes GSE273880, GSE255967, GSE214923. The following datasets were generated: Peeyush Kumar Thankamani Pandit 2022Epigenetic Mechanisms Regulating the Transcription of BBB Genes: Role of Wnt/β-catenin signalingNCBI Gene Expression OmnibusGSE214923 Peeyush Kumar Thankamani Pandit 2024Epigenetic Mechanisms Regulating the Transcription of BBB Genes: Role of Wnt/β-catenin signalingNCBI Gene Expression OmnibusGSE255967 Peeyush Kumar Thankamani Pandit 2024Establishing And Maintaining The Blood-Brain Barrier: Epigenetic And Signaling DeterminantsNCBI Gene Expression OmnibusGSE273880 The following previously published datasets were used: HupeM KneitzS DavydovaD YokotaC Kele-OlovssonJ HotB GesslerM StenmanJM MXLi 2016Gene expression profiles of brain endothelial cells during embryonic development at bulk and single-cell levelsNCBI Gene Expression OmnibusGSE7930610.1126/scisignal.aag247628698213 HupeM StenmanJM MXLi 2013Evaluation of TRAP-sequencing technology with a versatile conditional mouse modelNCBI Gene Expression OmnibusGSE5161910.1093/nar/gkt995PMC390295424165879

## Additional files

MDAR checklist

Supplementary file 1. QPCR and Chip-qPCR primers.

# Supplementary material for: Key epigenetic and signaling factors in the formation and maintenance of the blood-brain barrier
**Source:** eLife. 2024 Dec 13;12:RP86978. doi: 10.7554/eLife.86978

Figure 2 figure supplement 2B, E, Source Data . Original membranes corresponding to Figure Figure 2 figure supplement 2B, Rainbow molecular weight markers were employed. All treatment conditions are blotted in single gel. Blots probed for b-actin,HDAC2 and EZH2 are shown respectively.

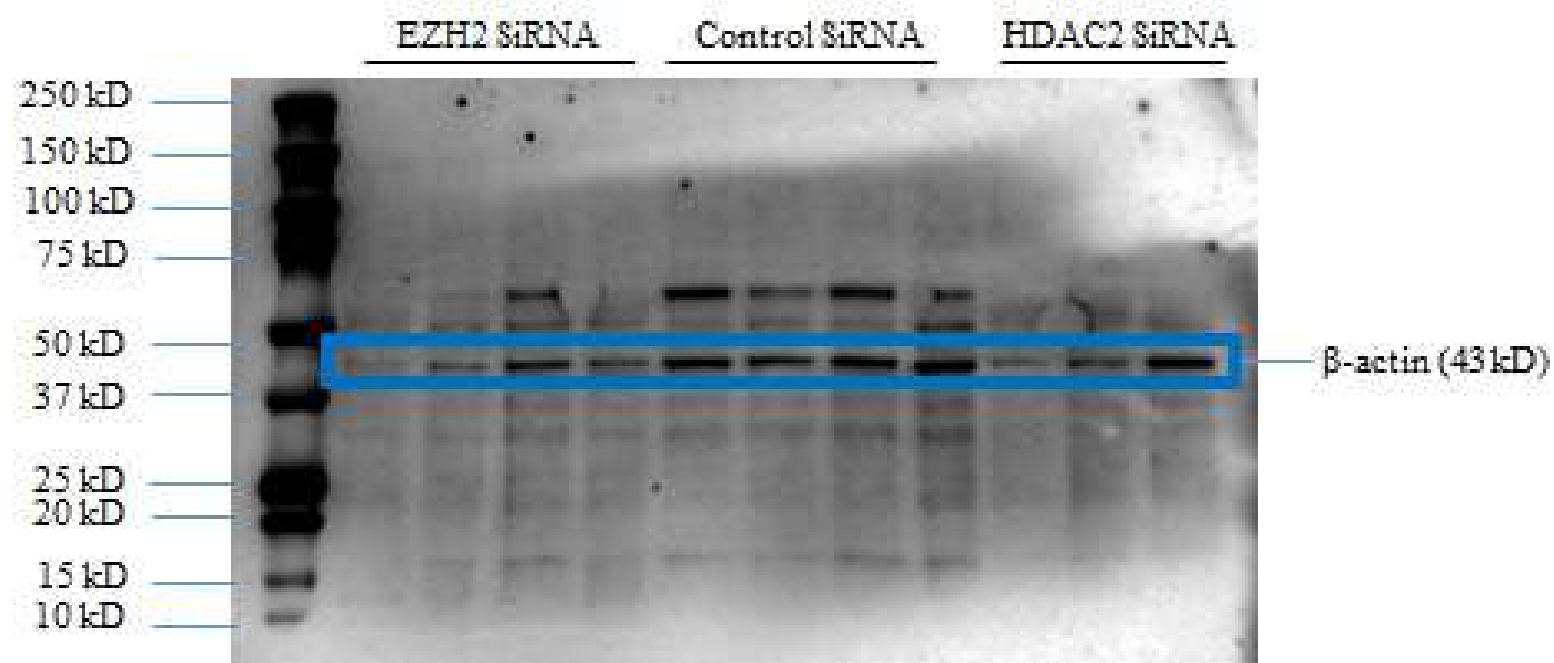

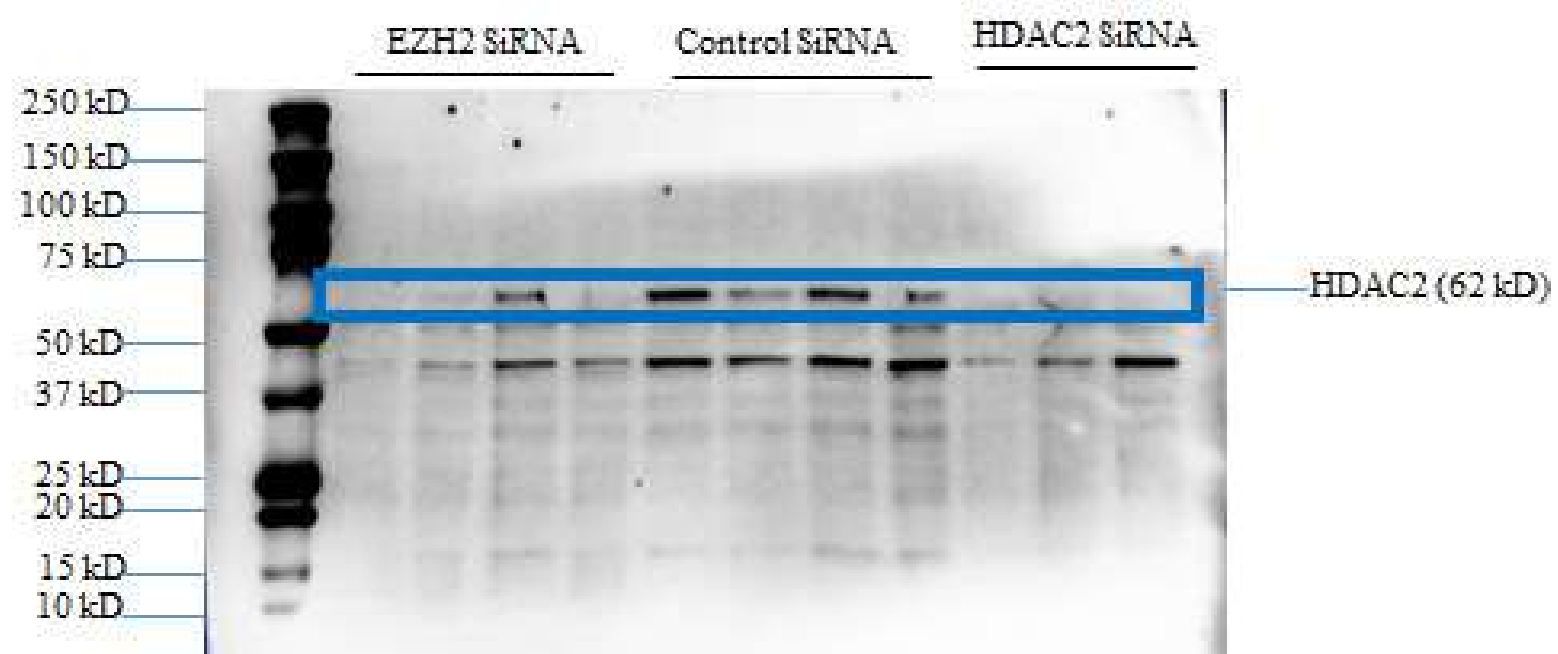

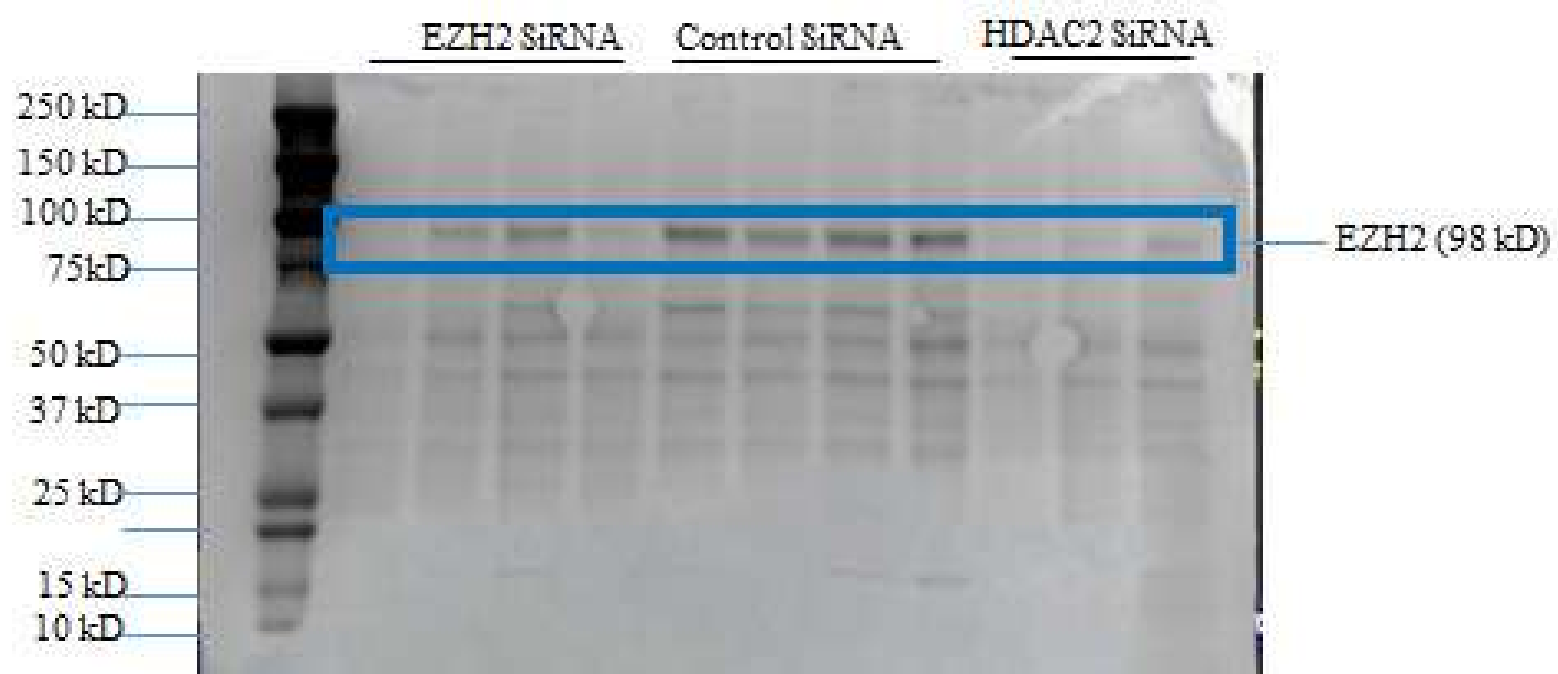

**Supplement:** Figure 2—figure supplement 1—source data 2.

# Supplementary material for: Key epigenetic and signaling factors in the formation and maintenance of the blood-brain barrier
**Source:** eLife. 2024 Dec 13;12:RP86978. doi: 10.7554/eLife.86978
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | | **Indicate where provided: section/figure legend** | | **N/A** | |
| --- | --- | --- | --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | |  | | X | |
|  | |  | |  | |
| **Antibodies** | | **Indicate where provided: section/figure legend** | | **N/A** | |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | | These details are provided in the method section of the manuscript. | |  | |
|  | |  | |  | |
| **DNA and RNA sequences** | | **Indicate where provided: section/figure legend** | | **N/A** | |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | | QPCR and Chip-qPCR primers provided in Supplementary file 1 | |  | |
|  | |  | |  | |
| **Cell materials** | | **Indicate where provided: section/figure legend** | | **N/A** | |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | |  | | X | |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. | | Mouse, C57Bl6/J, embryonic sex not determined, For adult CNS endothelial cell culture male mice was used. | |  | |
|  | |  | |  | |
| **Experimental animals** | | **Indicate where provided: section/figure legend** | | **N/A** | |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | | Transgenic mice were generated as explained in the method section. For the embryonic in vivo experiments sex was not determined. The age of the mice is indicated in each figure and ranged from Embryonic age E13.5 to adult mice (minimum 8 weeks of age). | |  | |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. | | The study did not involve wild animals. | | N/A | |
|  | |  | |  | |
| **Plants and microbes** | | **Indicate where provided: section/figure legend** | | **N/A** | |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). | |  | | N/A | |
| Microbes: provide species and strain, unique accession number if available, and source. | |  | | N/A | |
|  | |  | |  | |
| **Human research participants** | | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | | **N/A** | |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. | |  | | **X** | |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | X |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | X |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done but was not, write “not done”** | **N/A** |
| Sample size determination | A minimum of n=3 samples was used for each analysis. The nature of the n is described for each experiment in the corresponding figure legends. Sample size determinations are based on previous experience and standards in the field. |  |
| Randomization | All animals were randomized for their genotype information. Throughout this study, both genders were used for embryonic experiments. |  |
| Blinding | Data acquisition and/or analyses in these studies were performed in a blinded way |  |
| Inclusion/exclusion criteria | No mice were excluded from the study. |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State the number of times the experiment was replicated in the laboratory. | Each experiment presented in the paper was repeated at least three times and/or across multiple animals. The precise number of repeats is given in the figure legend. |  |
| Define whether data describe technical or biological replicates. | A minimum of three biological replicates were used in all the studies. Additionally, technical replicates were used to confirm the data. |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  |  |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | AWC-22-0108 |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. | HSC-MS-20-0240 |  |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | X |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | For chip qPCR experiment data were analysed for outliers and were excluded. For all other experiments all data were included. |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | This information is provided in the Methos section of the manuscript. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | This form was provided |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | GSE214923, GSE255967 and GSE273880 |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | GSE79306, GSE51619 |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | X |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | X |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | X |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | X |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

# Supplementary material for: Key epigenetic and signaling factors in the formation and maintenance of the blood-brain barrier
**Source:** eLife. 2024 Dec 13;12:RP86978. doi: 10.7554/eLife.86978
**Supplement:** Supplementary file 1.

| **QPCR Primer** | | | |
| --- | --- | --- | --- |
| **Gene** | **Primer sequence** |  | |
| GAPDH Mouse | FWD AAGGTCATCCCAGAGCTGAA | REV CTGCTTCACCACCTTCTTGA | |
| CLDN1 | FWD ACTCCTTGCTGAATCTGAACAGT | REV GGACACAAAGATTGCGATCAG | |
| CLDN5 | FWD AGCCCCTGTGAAGATTGA | REV TCTGGAGCCTGAGTCTCTG | |
| MFSD2A | FWD CAGGGATCATCGCCTCCATC | REV GAAGGGCATTGACTCAGCCT | |
| ZIC3 | FWD CACGTGCTGGAGGCAATTA | REV GCGAAGGAGATCCCTGAAG | |
| FOXF2 | FWD CCTACTCGTTGGAGCAGAGC | REV TAAGAGCCACTAGCGGAAGG | |
| VEGFA | FWD AACGATGAAGCCCTGGAGTG | REV CTGCTGTGCTGTAGGAAGCT | |
| OCCLUDIN | FWD ACTACCTTGGGTGCTGTGCT | REV AAATTGGGCTGGATGTCAAT | |
| ZO1 | FWD GGGAGGGTCAAATGAAGACA | REV GGCATTCCTGCTGGTTACAT | |
| VEGFA | FWD CACAGCAGATGTGAATGCAG | | REV TTTACACGTCTGCGGATCTT |
| AXIN2 | FWD GAGTAGCGCCGTGTTAGTGACT | | REV CCAGGAAAGTCCGGAAGAGGTATG |
| LEF1 | FWD CAGGAGCCCTACCACGACAA | | REV GCCTCCGTCTGGATGCTTT |
| HDAC1 | FWD CTGTCCGGTATTTGATGGCT | | REV CACGAACTCCACACACTTGG |
| HDAC2 | FWD GGCGGCAAGAAGAAAGTGTGC | | REV GGCATCATGTAGTCCTCCAGC |
| HDAC3 | FWD TCTGAGGACTACATCGACTCC | | REV GTCGCCATCATAGAACTCATTG |
| HDAC8 | FWD GGCTGCGGAACGGTTTTAAG | | REV GCTTCAATCAAAGAATGCACCATAC |
| **Chip-qPCR Primer** | | | |
| CLDN1 TSS | FWD TCTTCAGATGGTCCCCAGGT | | REV CCCGGCGCTGTGATTTAAAG |
| CLDN1 -500 | FWD AGGCACTCTCCGGTTAGCTC | | REV GGGCACCTCTTGTCTGATAGTT |
| CLDN1 +500 | FWD GAACAGTGAGTGCACCCTCA | | REV CAGAGGACAAGGGCTCCAAG |
| MFSD2A TSS | FWD GCGTTCCTGGTTTGCTAAGT | | REV CCTTCTCCTTTGGCCATGA |
| MFSD2A -500 | FWD CTACCCATAAACGGCTGCTG | | REV CAATGTCCCTCGTGTCTCAA |
| MFSD2A +500 | FWD TAAAGGAGCCGCATACCG | | REV ATCGGAGAGAGAGGATGTCG |
| LEF1 TSS | FWD ACCCTCCCTTCTTGCTGTCT | | REV CTCCTCTTCGGGATGACTGA |
| LEF1 -500 | FWD CTGAAGGAAGTGGACTTTTCG | | REV AAACCTCTCCACGGATTCCT |
| LEF1 +500 | FWD CAGGAAACGCTGGCCTATAC | | REV CGGTGGTTTAACGCACTTCT |
| ZIC3 TSS | FWD TGCGAGGAGTGAGTGATTGA | | REV CAACTGCACCAAGAAGCAGA |
| ZIC3 -500 | FWD TGCGGGAATTTGTTCTCGGTA | | REV GTTCCCTTTCGGTCCAGAAGA |
| ZIC3 +500 | FWD CTACGGCCCTTCAGGGATCT | | REV TCCAGGAGCATCGTCATAGGT |
| SOX 17 TSS | FWD GGAGAGGCTAGCAAAGCGAA | | REV GGTCGGAGGTGGAGATGGAA |
| SOX 17 +500 | FWD GCTTAGACTCTCCCACTTCGG | | REV ACTAGAAGCTGTGCCCGTAA |
| SOX 17 -500 | FWD GCAGTCCTACCCAGTTTGCT | | REV GACGGGCTTCCTTGGAGAAA |
| CLDN5 TSS | FWD GGTCTGCTCATGGATTGGTT | | REV ATTGATTCTGGTGCCTCTGC |
| CLDN5 -500 | FWD GTGTGCCAAGGGAAAAACGG | | REV CACCTGCTACATCCCGGATC |
| CLDN5 +500 | FWD GCTGGTGGCACTCTTTGTTA | | REV TAGAACTCGCGGACAACGAT |
| AXIN2 TSS | FWD GAGCGCCTCTGTGATTGG | | REV GCGAACGGCTGCTTATTTT |
| AXIN2 +500 | FWD AGTTTTTGTTGGAAGCGCCC | | REV ACGGAAAACAACGATCCCGA |
| AXIN2 -500 | FWD ACACACACATCATGCCTTCTG | | REV CCCCTTCATCAAATCAAACA |

How the deposited data were processed for this re-analysis (not part of the article)

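The data were normalized counts of mRNA-seq in 12 libraries of primary mouse cortical ECs: 3 of E13.5 ECs, 3 of adult control ECs, 2 of adult ECs after Wnt3a and 4 of adult ECs after MS-275. The samples were mapped to their groups from the submitters' labels and the paper, and all 12 columns of values were used. The authors checked reads with FastQC, trimmed them with cutadapt, aligned them to mm10 with STAR and counted them over GENCODE M23 protein-coding genes, with in-house scripts in the methods and featureCounts in the submitters' processing notes. The signal values are normalized counts as deposited: the authors divided the counts of each library by a DESeq2 size factor computed over all libraries together. The versions of these tools are not given in the sources used here. The table held 21638 gene names, of which 26 had been turned into dates by a spreadsheet and 1 had a missing value; both were left out, the former held 0.21% to 0.2815% of the reads, and 21611 genes remained. Of these, 21411 are named in the protein-coding annotation of GENCODE M21 on mm10, which was used for positions only. No read was counted in any library for 2226 genes. Each library's values were whole reads times 1 factor: multiplied back, 100.0% lay within 0.01 reads of a whole number. The factors equalled DESeq2's median of ratios over 12234 genes within 0.9998 to 1.0004. The libraries held 20804279 to 33149580 reads on genes, and the 10 most abundant genes took 3.59% to 8.01% of them.

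The log2 of the normalized count plus 1 was fitted with limma 3.58.1 in R 4.3.3, with a trend in the variance and robust empirical Bayes, group as the only factor and all 12 libraries in 1 fit. Genes with a normalized count of at least 10 in at least 2 libraries were tested (15452), p-values were adjusted by Benjamini-Hochberg within a comparison, and an adjusted p under 0.05 was the threshold. The comparisons were adult control minus E13.5, Wnt3a minus adult control, MS-275 minus adult control, and MS-275 minus Wnt3a. Of 37 gene lists, 24 described functions or EC subtypes or regulators and 11 were markers of other cell types, and 2 more, of mitochondrially encoded and Y-linked genes, had no member analysed here. The function lists were endothelial identity, junctions, BBB transporters, caveolae and fenestrae, angiogenesis, extracellular matrix, endothelial and BBB transcription factors, Wnt ligands, Wnt receptors and transducers, Wnt antagonists, Wnt target genes, arterial, venous and lymphatic genes, HDACs, PRC2 components, Hox genes, cell division, p53 targets, interferon response, antigen presentation, inflammation, cholesterol synthesis and immediate early genes. Each list was counted by direction and tested with camera, with a preset correlation of 0.01 between genes and with an estimated one, and its p-values were adjusted over the lists of a comparison. The genes named are those the paper names, the 8 higher and 8 lower with the largest log2 fold change among genes that passed the test with no overlap of the libraries and a mean of at least 100 in the higher group, and the 4 members of each list with the smallest adjusted p. The groups, tests, lists, the rule for named genes and most alternatives were fixed before the data were examined. The paper gives no library pairs, and the replicate numbers of different groups did not pair in their values, so no pairs were used in the tests. The paper treats litters as replicates; where a library came from pooled animals, its spread is that of pools. No replicate libraries were closer than sampling noise, but some pairs lay far closer than others. The chi-square per gene was 6.97 for MS-275 replicates 2 and 4 and 29.3 for 1 and 3, against 154 to 218.3 for the other MS-275 pairs. It was 10.7 for adult control replicates 1 and 2, against 247.2 and 278.5 for the other control pairs. For E13.5 replicates 2 and 3 it was 5.07, against 83.6 and 84.7. If such pairs are not independent cultures, the p-values given here are too small.

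The alternatives were pseudocounts of 0.5 and 8, no filter and a filter at 50, each library scaled to the same total, quantile normalization, only the 2 groups compared, the replicate number as a block, limma without the robust option, edgeR 4.0.16 quasi-likelihood and DESeq2 1.42.0 on the recovered reads, thresholds of an absolute log2 fold change above 0.2 or 1, an unadjusted p under 0.05, leaving out each library in turn, and MS-275 replicates 1 and 2 or 3 and 4 alone. Fits on adult libraries only, with the library set as a block or within each library set, and the split of silent genes by control reads were added after seeing the data. The sets are the signs of the first principal component of the deviations from the group means. The tests were tried on simulated data with changes of 1.5-fold, 2-fold and 4-fold in genes with enough reads; limma made 2 false calls of 12732 genes for adult control against E13.5, 7 of 12723 for Wnt3a and 3 of 12730 for MS-275. Shared controls were modelled by simulating unchanged groups 100 times, with the correlation, the covariance and the share of genes of the same sign taken each time. Shares carry exact binomial 95% confidence intervals, which cover counting error only. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.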

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

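The tests chosen only after their result was seen were the level of the endothelial genes as a sign of other cells, the library set as a block, the distance of Wnt3a replicate 2 from adult control replicate 3, the shared controls, the silent genes with and without a control read, their correlation over all 2744 genes, and the counts of other splits of the libraries.

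Endothelial identity genes stood at 0.506% of their adult level in E13.5 libraries at the median of 32 genes, while Acta2 of smooth muscle, Map2 of neurons and Slc1a3 of neural progenitors had normalized counts of 24395, 6638 and 6377 there. The scaling between libraries is argued against, since all 32 genes stayed higher in adults with quantile normalization and with libraries scaled to the same total, where fewer than 16 would have pointed to it. The median of 0.506% restates the pattern. By itself it cannot tell reads from other cell types in the E13.5 cultures from lower expression in embryonic ECs, or in embryonic ECs in culture. Lower expression as the whole cause is argued against by markers of other cell types. Those of neural progenitors, smooth muscle and neurons had E13.5 medians of 3000, 343 and 214, against 43.9 for the endothelial genes. Microglial, choroid plexus, epithelial and erythroid markers had 33.0, 15.7, 14.5 and 2.54. Lower expression as a part of the cause stays open. The paper gives the purity by CD31 and isolectin B4 as more than 90% and does not exclude transcripts from other cell populations. Of the 109 marker genes behind this, 10 were named by the paper for these libraries and 3 are in more than 1 list, and 1 to 3 genes in each of 5 lists reach a mean of 100 in adult control libraries.

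The 2 Wnt3a libraries differed from the controls of their own library set in different genes: 3282 genes by over 2-fold in replicate 1 and 1185 in replicate 2, with the same sign in 51.7% of genes. A broad change common to both libraries is argued against by a Pearson correlation across genes of 0.037, where above 0.2 was predicted. A common change in few genes stays open, since a correlation over 15452 genes would hardly show it. Wnt3a replicate 2 was also set against adult control replicate 3 alone, the only control of its set. Without that control library limma called 953 and 501 genes, and the difference between the sets enters that fit. A difference between the library sets stays open: limma called 0 genes in the adult libraries with the set as a block, as without it, and 1188 and 782 against 510 and 343 at an unadjusted p under 0.05. Wnt3a replicate 2 lay 9.34 in chi-square per gene from adult control replicate 3, and adult control replicates 1 and 2 lay 10.7 from each other, so untreated cells under this label and a treatment without effect in that culture cannot be told apart. A response to Wnt3a in one culture and not in the other stays open and was not tested.

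MS-275 moved 3563 of 8074 genes toward their E13.5 level. In the E13.5 libraries, markers of neural progenitors, smooth muscle and neurons had higher medians than endothelial identity genes. Any fall of endothelial genes thus counts as a move toward E13.5, and the count alone does not show a return to embryonic ECs. For chance values of the 3 shared control libraries the measures differ: the 2 sets of log2 fold changes had a Pearson correlation across genes of 0.506 and the same sign in 63.8% of genes, no higher than the 0.507 to 0.558 and 67% to 69.1% of unchanged groups simulated against these controls, and a covariance of 2.62, above the simulated 0.119 to 0.138. The covariance, taken up after all 3 measures were seen, argues against the shared controls as the whole cause of the large changes. Part of them may come from these controls, which are too few to be split. The simulated groups hold no real changes, so their correlation and share of the same sign are no baseline for groups with large changes. No conclusion is drawn from these 2 measures. A rise of silent genes (normalized counts under 10 in every adult control library) whatever their E13.5 level was also tested. MS-275 raised 37.5% of those higher at E13.5 and 17.3% of the others, a ratio of 2.17 (95% confidence interval 2.0 to 2.36) above the 1.5 set as the bound. The others were 3903 genes, against 537 past the filter, so most could hardly be called raised. Past the filter, which admits genes silent at both stages only by their level in treated cells, the ratio was 0.684. Neither ratio can thus decide. Among genes with a control read (control medians of 1.24 in both groups) the ratio was 2.48. There, 83.7% and 60.3% had a higher mean with MS-275, which for these genes argues against such a rise as the whole cause. For genes without a control read it cannot be told apart, since their ratio was 1.91 but 74.4% and 76.4% had a higher mean with MS-275, and neither can a rise unrelated to how high genes are at E13.5 from a return of adult ECs to the embryonic state, with a Spearman correlation of the MS-275 and E13.5 levels of 0.051 over 2209 such genes past the filter and 0.285 over all 2744 (0.243 for the adult control level).

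In E13.5 libraries, 469 genes without a read in any adult control library had a mean normalized count of at least 100, with Ncan at 28612 and Ptprz1 at 15769. With MS-275, 41 genes without an adult control read had a mean of at least 100, with Crct1 at 620.2 ± 690.5 and Trpc5os at 483 (SD, n = 4). Among the 4 MS-275 libraries, replicate 1 stood below the others for Cldn1, with a gap of 0.874 of the range on the log2 scale. Replicate 3 stood above the others for Foxf2 (1.000 of the range, since the others had no read), and below the others for Fbp1 (0.895). These 3 of 32 genes passed the critical value of Dixon's test for 4 values, which chance passes in about 1 of 20 genes. Of 35 splits of the MS-275 and control libraries into 4 and 3, only the real one called 8192 genes, and the highest other called 4886. These splits ignore the library sets, which cross the groups, so they cannot exclude a chance division of the libraries. Of these, 18 keep the numbers of each library set, too few for a share under 0.05, and the highest other of them called 13 genes. The 3 adult control and 3 E13.5 libraries allow 10 splits, too few for a share under 0.05; the real one called 8074 genes and the highest other 0.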

How the results depend on the processing

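The fits on adult libraries only, with the library set as a block and within library sets were chosen after seeing the data. The counts of genes higher and lower for E13.5 and for MS-275, the count for MS-275 minus Wnt3a, the calls over the gene lists, the share of Wnt genes lower in adults, the count of 56 marker genes and the level of Hdac2 (4079) stayed within 1.5 times or within their spread under every alternative run, except as follows. Genes higher in adults than at E13.5 (3008) numbered 4800 with quantile normalization and 1858 at an absolute log2 fold change above 1. Genes higher and lower with Wnt3a (0 and 0 in limma, 0 and 0 with edgeR) numbered 29 and 12 with DESeq2 and 784 and 527 at an unadjusted p under 0.05. The share of developmental genes moved toward E13.5 by MS-275 (44.1%, 95% confidence interval 43.0% to 45.2%) was 41.0% with a pseudocount of 8, 41.3% without a filter, 36.2% with quantile normalization, 47.8% with only the 2 groups compared, 41.3% with the replicate number as a block, 46.9% with DESeq2, 42.8% at an absolute log2 fold change above 1 and 47.1% at an unadjusted p. It was 35.1% with MS-275 replicates 1 and 2, 37.6% with replicates 3 and 4, 47.2% with the adult libraries only, 54.7% with the library set as a block, 60.0% in the first set and 56.3% in the second. More genes were called for MS-275 in the first set, 10085 against 8192 in the main fit. P-values within the sets are too small, so the higher MS-275 shares there do not show a stronger move. The share moved by Wnt3a (0%) was 0.431% with DESeq2 and 7.59% at an unadjusted p. Leaving out 1 library gave 2380 to 3274 genes higher and 4177 to 5455 lower in adults than at E13.5, 3772 to 4912 higher and 2935 to 3692 lower with MS-275, 4796 to 6512 for MS-275 minus Wnt3a, 723 to 824 calls over the lists (796), 89.2% to 92.4% of Wnt genes lower (92.5%), and 38.9% to 48.1% moved toward E13.5 by MS-275. For Wnt3a it gave 0 to 953 genes higher, 0 to 501 lower and 0% to 10.7% moved: 953 and 501 without adult control replicate 3, and 122 and 115 without Wnt3a replicate 2. Where 1 library of a group is left, it is assumed to vary like the other groups. Adult control replicate 3 is the only control of the second library set, so the Wnt3a comparison without it also carries the difference between the sets. Among named genes, quantile normalization reversed Il1a to 0.079, Kcne2 to 0.58 and Hba-a1 and Hba-a2 to 0.63 (adult control minus E13.5) and Cspg4 to -0.17 (MS-275), and in the second library set Flt4 turned to 0.026 and Lhx2 to -0.19 (MS-275); sign changes of genes called under neither setting were not counted. Of 168 named genes called between E13.5 and adult, 157 kept their call under every alternative planned, and of 138 called for MS-275, 118 did. Fewer genes pass at a stricter threshold by construction, and the cause of the other changes was not tested. Fits of Wnt3a within a library set, which would hold 1 Wnt3a library, were not run. At these depths limma recovered 3% of 1.5-fold changes for E13.5 and for MS-275 and 1.5% for Wnt3a in simulated data. Few genes were changed there (67 of 12732 by 1.5-fold for E13.5), which makes the adjusted threshold stricter. The shares cannot be carried over to E13.5 and MS-275, where 8074 and 8192 genes were called. Of those, 5990 and 5738 had an absolute log2 fold change above 1. For Wnt3a, where limma called 0 genes, small changes are mostly missed.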

Differences from the paper's values

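The gene categories, single genes and figures of the paper to set beside these data were picked after the data were seen, and the tests behind them were not. The paper cites another of its series for the E13.5 and adult data than the one analysed here, and the values of that series were not compared. The share of Wnt-related genes higher in adults was 33% in the paper and 7.5% of those called here, with lists that are not the paper's; the difference held under every alternative set before the data were examined, over which the share ranged from 7.0% to 10.8%. The paper counts 16 Wnt-related genes lower with Wnt3a, and limma called 0 here. That difference held under every alternative set before the data were examined: 5 genes at an unadjusted p under 0.05, 5 without adult control replicate 3, 1 with DESeq2, and 0 under the others.

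The paper states that Cd44 is activated by Wnt3a. Its log2 fold change here was 1.5 (adjusted p = 0.607, above every control library in 1 of 2 Wnt3a libraries), and without Wnt3a replicate 2 it was called (3.06, adjusted p = 0.0393). Figure 1E of the paper lists Cav1 and Jam2 among the genes that differ between E13.5 and adult ECs. Here Cav1 had 1.32 (adjusted p = 0.0561) and Jam2 1.08 (adjusted p = 0.0807). Both were called with only the 2 groups compared (adjusted p = 0.0353 and 0.0262), with edgeR (0.0346 and 0.0385), with DESeq2 (0.0181 and 0.0302) and at an unadjusted p, and Cav1 also with the replicate number as a block (0.0485) and without adult control replicate 2 (0.0459). Cldn1, Cldn5, Mfsd2a, Foxf2 and Sox17, which the paper's text names beside Cav1, were called. Jag1, which Figure 1—figure supplement 1C lists as lower in adults, had -0.54 (adjusted p = 0.121) and was called only with quantile normalization (-0.63). The paper states that Fzd6 is higher in adults; its log2 fold change here was 0.84 (adjusted p = 0.304), and no alternative called it, while Fzd4, Lrp5 and Ctnnb1 were called higher. The paper describes endothelial genes as strongly expressed relative to genes of pericytes, neurons and glia, and its figure legend states that Cldn5, Pecam and Cdh5 were lower in E13.5 ECs. In adult libraries Pecam1, Cdh5 and Cldn5 were far above them, and at E13.5 these 3 had 59.4, 74.8 and 1.06, below Gfap at 691, Pdgfrb at 469 and Neurod1 at 132. The other 6 of its 9 markers of these cells, Rbfox3, Synpr, S100b, Gjb6, Abcc9 and Kcnj8, were at 29.1 or less at E13.5. The legend of Figure 2B states from qPCR of adult ECs that HDAC8 was higher than HDAC3, and Hdac1 higher than both. In the adult control libraries here Hdac3 was above Hdac8 in 3 of 3, with a ratio of 1.94 ± 0.082 (SD) and no correction for gene length, and Hdac1 was above both in 3 of 3. The paper describes each category except transporters as having more genes lower than higher in adults. With the lists here, matrix genes went that way (6 higher, 31 lower), and transporters had 4 higher and 14 lower. Junctions (16 and 10), angiogenesis (22 and 15) and endothelial and BBB transcription factors (21 and 10) went the other way. These lists are not the paper's GO categories, so the counts are not of the same sets as the paper's. For MS-275, Figure 7E shows more transcription factors raised than lowered and slightly fewer Wnt genes raised than lowered. The lists here gave 3 and 19 for endothelial and BBB transcription factors, and 32 and 15 for Wnt genes. The paper's category, DNA-binding transcription factors, is not limited to endothelial ones, so these counts are not of the same set. Transporters (9 and 8), matrix genes (15 and 12), junctions (7 and 13) and angiogenesis genes (9 and 22) went the way of that figure.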

Other observations

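No test in this part was chosen after its result was seen, and the genes named are those of the rule for named genes.

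Adult ECs expressed Hox genes, which pattern the body axis, and interferon response genes at higher levels than E13.5 ECs. Of 23 Hox genes tested, 17 were higher and 1 lower (18 and 1 adjusted over the list alone; adjusted p = 5.24e-11 from camera, and adjusted p = 0.0708 with an estimated correlation). Hoxb7, Hoxd10 and Hoxa5 had mean normalized counts of 2508, 853 and 153 (n = 3 libraries) in adults and no read at E13.5, and Hoxb4 had 689 and 1.11. Of 20 interferon response genes, 14 were higher and 2 lower (14 and 2 adjusted over the list alone; 4.25e-05, and adjusted p = 0.0708 with an estimated correlation), with the RNA sensor gene Ddx58 at a log2 fold change of 3.39, Oas1a at 6.03 and Bst2 at 3.46. Venous genes gave 6 higher and 2 lower of 12 (6 and 2 adjusted over the list alone; 0.00394, and adjusted p = 0.0588 with an estimated correlation), with Tmem252, Selp, Nrp2 and Ephb4 at 9.27, 8.49, 3.36 and 3.36. Arterial genes gave 3 higher and 4 lower of 14, and lymphatic genes 2 higher and 3 lower of 5, with Pdpn and Prox1 at 6455 ± 221 and 716 ± 248 at E13.5 and 0.578 ± 1.00 and 0.657 ± 1.14 in adults. Of p53 targets, 8 were lower and 1 higher of 14, with Gdf15 at -7.33 and Btg2 at 1.74. Immediate early genes gave 6 lower and 2 higher of 13 (Egr1 at -4.23), antigen presentation 6 lower and 3 higher of 14 (H2-D1 at 4.11; H2-Ab1 at 9.04 ± 3.51 at E13.5 lost its call with quantile normalization), inflammation 3 lower and 2 higher of 13 (Ccl2 at 5.92), and cholesterol synthesis 1 lower of 17 (Dhcr7 at -1.58). Cell division genes gave 3 higher and 2 lower of 30 (2 and 1 adjusted over the list alone), with a median log2 fold change of -0.22, a mean of -0.10 and a camera direction upward (adjusted p = 0.437). For each gene named here, the 3 libraries of one stage lay above the 3 of the other. Markers of other cell types were higher at E13.5, with median normalized counts of 3000 for neural progenitors and 343 for smooth muscle, against 0 and 2.57 in adult control libraries.

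MS-275 lowered cell division genes and Hox genes in adult ECs and raised genes of antigen presentation. Of 30 cell division genes, 27 were lower and 1 higher (27 and 1 adjusted over the list alone; adjusted p = 1.07e-08, and adjusted p = 0.469 with an estimated correlation). Mcm5 of DNA replication and Aurkb, Ccnb1 and Cdc20 of mitosis had log2 fold changes of -4.40, -3.68, -3.68 and -4.66. Of 23 Hox genes, 15 were lower and 3 higher (16 and 3 adjusted over the list alone; 0.00182, and adjusted p = 0.469 with an estimated correlation), with Hoxb5, Hoxb7 and Hoxb8 at -5.24, -4.10 and -5.36 and Hoxb13 at 17.7 ± 8.36 (SD, n = 4 libraries) from no control read. Of 14 antigen presentation genes, 8 were higher and 1 lower (8 and 1 adjusted over the list alone; 0.0238, and adjusted p = 0.251 with an estimated correlation), with H2-Ab1, H2-Eb1 and H2-Aa of MHC class II and the MHC class I regulator gene Nlrc5 at 209 ± 61.5, 96.5 ± 18.5, 75.2 ± 34.4 and 66.1 ± 40.7 from no control read. Immediate early genes gave 7 higher and 1 lower of 13 (0.291, and adjusted p = 0.797 with an estimated correlation), with Egr2, Egr3 and Junb at 7.13, 2.85 and 2.49 and Fosl1 at -1.58. Of p53 targets, 5 were higher and 2 lower of 14, with Sesn1, Trp53inp1 and Gadd45a at 1.86, 2.08 and 2.36 and Phlda3 at -1.45. Interferon response genes gave 6 higher and 3 lower of 20, with a median of 0.34, a mean of 0.45 and a camera direction downward; Rsad2 was at 4.78 and Rtp4 at -3.67. Inflammation genes gave 3 higher and 3 lower of 13 (median 0.03, mean 0.56, camera downward), arterial genes 2 and 2 of 14, venous genes 3 and 5 of 12, lymphatic genes 1 and 2 of 5 (median 0.48, mean -0.45) and cholesterol synthesis 2 and 0 of 17. Marker lists of other cell types gave 5 higher of 7 for epithelial cells (Krt19 at 42.1 ± 31.1 from no control read), 6 higher and 1 lower of 13 for neurons, 4 higher of 8 for smooth muscle, 5 higher and 2 lower of 14 for fibroblasts and meninges, 3 higher of 12 for neural progenitors, 2 higher for pericytes (of 5), astrocytes (of 8) and microglia (of 12), 2 higher and 1 lower of 7 for the oligodendrocyte lineage, 1 higher of 4 for choroid plexus and 2 higher of 3 for erythroid cells. For Wnt3a, endothelial identity genes were the only list to pass camera, downward (median -0.37, adjusted p = 0.0178, and adjusted p = 0.933 with an estimated correlation). No list passed with an estimated correlation for MS-275, and for Wnt3a limma called 0 members of any list, against 1 lower in each of 5 lists (junctions, transcription factors, Wnt ligands, venous genes, fibroblasts and meninges) and 1 higher in angiogenesis adjusted over the list alone.

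The contrast of MS-275 minus Wnt3a called 6541 genes, 3649 higher and 2892 lower with MS-275. Among Wnt target genes, Tcf7 was at 3.64 (adjusted p = 5.44e-05), Lef1 at 3.71 (adjusted p = 8.27e-04) and Axin2 at 3.04 (adjusted p = 0.0287), higher in 4 of 4 MS-275 libraries than in either Wnt3a library. Lef1 had no read after Wnt3a, so the size of its log2 fold change is set by the added 1. Cldn1 was at 5.73 (adjusted p = 2.72e-04) and Pecam1 at -4.35 (adjusted p = 2.03e-05), also without overlap, and Cd44 at -0.08 did not pass (adjusted p = 0.953).

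Hdac2, which the paper studies by qPCR in other samples, had the highest level of the class I HDAC genes in adult control ECs, at 4079 ± 1685 (SD, n = 3 libraries), against 1564 ± 91.0 for Hdac1, 872 ± 80.9 for Hdac3 and 449 ± 23.3 for Hdac8, with no correction for gene length. It was highest in 3 of 3 libraries, with ratios of 2.59 ± 0.976, 4.83 ± 2.50 and 9.25 ± 4.36 to these genes. Of 11 HDAC genes, 1 was higher and 3 lower in adults than at E13.5 (1 and 2 adjusted over the list alone), with Hdac8 at 1.23, Hdac9 at -3.24 and Hdac3 at -0.80. With MS-275, 2 were higher and 4 lower (2 and 4 adjusted over the list alone; median 0.30, mean -0.27), with Hdac1 at 0.75, Hdac7 at -3.52, Hdac8 at -1.13 and Hdac9 at -1.98. Of 10 PRC2 genes, Ezh1 was higher in adults (1.93) and Ezh2 (-1.59) and Rbbp4 (-0.70) lower, with a median of -0.07 and a mean of 0.06. MS-275 lowered Phf19 (-2.15), Ezh1 (-0.79) and Rbbp4 (-0.52; without adult control replicate 1 the adjusted p was 0.0547).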
